# Comparative Analysis Among Different Species Reveals That the Androgen Receptor Regulates Chicken Follicle Selection Through Species-Specific Genes Related to Follicle Development

**DOI:** 10.3389/fgene.2021.752976

**Published:** 2022-01-03

**Authors:** Ying Huang, Wei Luo, Xuliang Luo, Xiaohui Wu, Jinqiu Li, Yan Sun, Shuixin Tang, Jianhua Cao, Yanzhang Gong

**Keywords:** chicken, androgen receptor, follicle development, transcriptome, super-enhancer

## Abstract

The differences in reproductive processes at the molecular level between viviparous and oviparous animals are evident, and the site in the ovary that synthesizes sex hormones (androgens and oestrogens) and the trends for enriching sex hormones during follicle development in chickens are different from those in mammals, suggesting that the effect of sex hormones on follicle development in chickens is probably different from that in viviparous animals. To explore the specific role of androgen receptors (ARs) on chicken follicular development, we matched the correspondence of follicular development stages among chickens, humans, cows and identified chicken-specific genes related to follicle development (GAL-SPGs) by comparing follicle development-related genes and their biological functions among species (chickens, humans, and cows). A comparison of the core transcription factor regulatory network of granulosa cells (or ovaries) based on super-enhancers among species (chicken, human, and mouse) revealed that AR is a core transcriptional regulator specific to chickens. *In vivo* experiments showed that inhibition of AR significantly reduced the number of syf (selected stage follicles) in chickens and decreased the expression of GAL-SPGs in F5 follicles, while *in vitro* experiments showed that inhibition of AR expression in chicken granulosa cells (GCs) significantly down-regulated the expression levels of GAL-SPGs, indicating that AR could regulate follicle selection through chicken-specific genes related to follicle development. A comparison among species (77 vertebrates) of the conserved genomic regions, where chicken super-enhancers are located, revealed that the chicken AR super-enhancer region is conserved in birds, suggesting that the role of AR in follicle selection maybe widespread in birds. In summary, we found that AR can regulate follicle selection through chicken-specific genes related to follicle development, which also emphasizes the important role of AR in follicle selection in chickens and provides a new perspective for understanding the unique process of follicle development in chickens. Our study will contribute to the application of androgens to the control of egg production in chickens and suggests that researchers can delve into the mechanisms of follicle development in birds based on androgen/androgen receptors.

## Introduction

Differences in reproductive processes at the molecular level between viviparous and oviparous animals are evident, and follicular development is both the starting point and the basis for subsequent reproductive processes. The follicles of mammals, represented by humans, are divided into five stages based on their histomorphology and diameter, i.e., primordial, primary, secondary, antral, and preovulatory follicles (Gougeon, 1986). However, the follicles in chickens are classified according to their sizes, i.e., small white follicles (swf), large white follicles (lwf), small yellow follicles (syf), and preovulatory follicles (po). The syfs are also known as pre-hierarchical follicles (ph), and the preovulatory follicles can be marked as F1- F5 follicles in descending order of diameter (Johnson, 2015). The follicular development stages in chickens do not fully correspond to the stages of mammalian follicular development. Follicle selection is an important event during follicular development that determines whether the follicle can enter the preovulatory stage and continue to develop to ovulation. Antral follicles of humans at 2–10 mm (Ginther et al., 2001) and small yolk follicles of chickens at 6–8 mm (Johnson, 2012) are considered to be in the follicular selection stage. The typical structure of follicles is that a developing oocyte is surrounded by follicular somatic cells, which include the granulosa cell layer and thecal cell layers. Generally, granulosa cells are believed to play important roles in follicle selection.

Previous studies have shown that enhancers are more related to phenotype than other DNA regulatory elements (Yue et al., 2014). Super-enhancers control potentially key cell identity genes that maintain cell identity and cell states. The molecular function of genes associated with super-enhancers is primarily transcriptional regulation, in which they can form a set of transcriptional regulatory circuits, and the transcription factors at the nodes of the circuits are probably the key factors for maintaining the cellular state (Hnisz et al., 2013; Saint-André et al., 2016; Whyte et al., 2013). Therefore, a core transcription factor regulatory network constructed from granulosa cell (GC) super-enhancers facilitates the identification of genes that are essential for follicle development. Sex hormones, including oestrogens and androgens, play a vital role in follicular development (Condon et al., 2020; Çiftci, 2017; Couse et al., 2005; Hu et al., 2004; Shiina et al., 2006; Sen et al., 2014; Tanaka et al., 2017). However, the sex hormones in chickens differ from those in mammals due to their synthesis sites and enrichment trends. The main manifestations are as follows: (i) oestrogens and their receptors synthesized in the follicular granulosa cells (GCs) of human follicles (Hillier et al., 1994) are synthesized in the theca cells (TCs) of chicken follicles (Bahr et al., 1983; Gan et al., 2017; Wang and Gong, 2017), and (ii) opposite trends of sex hormone enrichments in the preovulatory follicular stage between humans and chickens are presented (Kristensen et al., 2017; Li et al., 2019). During follicular development, the follicular fluid of humans has progressively higher levels of oestrogens and lower levels of androgens, whereas the follicular fluid of chickens has progressively lower levels of oestrogens and higher levels of androgens (Supplementary Figure S1). This suggests that androgen/androgen receptor (AR) signalling in chickens might differ from that in mammals. In mammals, knockdown of androgens significantly inhibits folliculogenesis (Shiina et al., 2006), whereas excess androgens lead to polycystic follicle syndrome (PCOS) via extra ovarian mediators (Caldwell et al., 2017). To explore the specific role of AR in chicken follicular development, a set of chicken-specific genes related to follicle development was identified by comparing follicle development-related genes and their biological functions among species (chickens, humans, and cows). By comparing the core transcription factor regulatory network of GCs (or ovaries) based on super-enhancers among species (chickens, humans, and mice), AR was found to be a core transcriptional regulator specific to chickens. *In vivo* and *in vitro* experiments showed that inhibition of AR significantly down-regulated GAL-SPGs and reduced the number of chicken syf (selected stage follicles). Our findings highlight the important role of AR, which regulates follicle selection through chicken-specific genes related to follicle development and explain the phenomenon of differential follicle hormone levels between chickens and mammals.

## Results

### Inconsistent Correspondence of Preovulatory Follicles Among Chickens, Cows and Humans

To clarify the corresponding relationship of follicle development stages among chickens, cows and humans, we first compared the correspondence between the various stages of follicular development among species based on the transcriptomic data. 

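The chicken libraries of these stages were made from granulosa and theca cell layers of syf 6 mm, F5 and F1 follicles of the hens of the blank group (NC), which were fed water in the drug experiment. Each cell type and stage had 3 libraries, sequenced as 150 bp read pairs. Supplementary Table S1 lists 3 hens in each of these groups, except that the 3 GC libraries of F1 came from 2 hens, with replicates 1 and 2 under the same hen and library number. The authors removed adapters and low-quality sequence with Cutadapt, aligned the reads to Gallus_gallus-5.0 with HISAT2, removed duplicates with Samtools and took read counts and FPKM per gene from StringTie. Supplementary File S1 names Ensembl as the source of the chicken genome, while the gene identifiers in the deposited files are those of the NCBI annotation of the same assembly. In 54 of 54 libraries of the series each deposited count equals StringTie's coverage times transcript length divided by 75 and rounded up, although the reads were 150 bp long, so a fully aligned read pair adds up to 4 counts. In GCs the total count per library ranged from 33513156 to 45917714 at 6 mm (median 34802434), from 43273632 to 55378619 at F5 (median 47849106) and from 35360237 to 51457449 at F1 (median 40127067). In TCs it ranged from 39171088 to 43314310 at 6 mm (median 43041754), from 44901003 to 58700624 at F5 (median 46993850) and from 42844619 to 51299741 at F1 (median 44185344). Supplementary Table S1 gives depth as read pairs, between 17995838 and 36759857 per library over the whole series, and the values reported here rest on the deposited counts. The counts were tested as deposited with edgeR's quasi-likelihood test after TMM normalization and removal of genes with low counts, with only the compared groups in each fit. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05, an absolute log2 fold change of at least 1.5 and a mean FPKM of at least 1 in a compared group, the thresholds of Supplementary File S1, where the authors state DESeq2 as their test. The GC F1 libraries of the same hen were compared by a chi-square test over 5417 genes with 10 to 500 counts in both, which gave 4.65 per degree of freedom, above the limit of 2.5 fixed for counting libraries as 1 sample, so they were kept as labelled. Divided by the 4 counts that a read pair can add, this statistic was 1.16, under that limit, so tests with these libraries count 3 samples from 2 hens and overstate the number of samples. The human and bovine samples and the public chicken samples were not analysed here.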

The GC and TC transcriptomic data from the GEO database (human and bovine) (Walsh et al., 2012; Zhang et al., 2018; Fan et al., 2019) and our laboratory (chicken, Supplementary Table S1) were integrated (Figure 1A), and a total of 15,088 homologous genes (FPKM ≥ 1) were obtained (see Supplementary Table S2 for details). After removing the batch effect (Supplementary Figure S2A), hierarchical clustering was performed on the samples (shown at the top of Figures 1B,C), and a homologous gene expression matrix was displayed as a heatmap (shown at the bottom of Figures 1B,C; Supplementary Table S2). In the GCs, taking the human follicle samples as a reference, all samples were clustered into three groups and named “preantral follicles” (primordial, primary and secondary follicles), “antral follicles”, or “preovulatory follicles” based on the results of hierarchical clustering (Figure 1B). Among them, the antral follicles (BV selection and BV differentiation) and preovulatory follicles (BV preovulatory) of bovines were divided into an “antral follicle” cluster and a “preovulatory follicle” cluster, respectively, showing that the classification results were reasonable. In contrast, chicken preovulatory follicles (GAL F1, GAL po, and GAL F5) were classified into the “antral follicle” cluster. 

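Within the chicken GCs, the stage means of log2(FPKM + 1) over 21842 genes had a Spearman correlation of 0.903 between 6 mm and F5, 0.883 between F5 and F1 and 0.845 between 6 mm and F1. Between single libraries of different stages the median correlation was 0.863 for 6 mm and F5 (0.828 to 0.914), 0.867 for F5 and F1 (0.853 to 0.878) and 0.820 for 6 mm and F1 (0.787 to 0.839). Libraries of the same stage had median correlations of 0.900 at 6 mm, 0.938 at F5 and 0.936 at F1, and the lowest of these pairs, at 6 mm, had 0.896. The pairs of F1 with either other stage therefore all lay below the pairs within a stage, whereas the highest pair of 6 mm and F5 lay above the lowest pair within 6 mm. These correlations are across genes, which are not independent replicates, and they were not tested. They changed most when only genes with an FPKM of 1 or more in a library were kept, to 0.759 for 6 mm and F1 and 0.841 for F5 and F1. Without NC GC 6 mm replicate 2 the correlation of 6 mm and F1 was 0.822, and without NC GC F1 replicate 3 that of F5 and F1 was 0.873. From the clustering and the alignment of stages by dynamic time warping, the paper concludes that pre-hierarchical and preovulatory follicles of chickens both correspond to mammalian antral follicles and proposes that the preovulatory ones are immature.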

In the TCs, as human follicle samples cover fewer developmental stages, taking the bovine follicle samples as a reference, based on the results of hierarchical clustering, all samples were also clustered into three groups: “selection follicles”, “differentiation follicles” and “preovulatory follicles” (Figure 1C). 

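In the chicken TCs the stages lay closer together than in GCs. Over 21629 genes the Spearman correlation of the stage means was 0.967 between 6 mm and F5, 0.963 between F5 and F1 and 0.953 between 6 mm and F1. Single libraries of different stages had a median correlation of 0.942 for 6 mm and F5 (0.932 to 0.961), 0.937 for F5 and F1 (0.932 to 0.946) and 0.933 for 6 mm and F1 (0.914 to 0.941). Within a stage the median was 0.955 at 6 mm, 0.950 at F5 and 0.942 at F1, with a lowest pair of 0.940 at F1, so library pairs within and between stages overlapped. No test was made on these correlations across genes. Without NC TC F5 replicate 1 the correlation of 6 mm and F5 was 0.957. The correlation of F5 and F1 was 0.958 without NC TC F1 replicate 1 or replicate 2, and 0.959 without NC TC F1 replicate 3 or NC TC F5 replicate 1. The bovine and human TCs were not analysed here.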

The results showed that the pre-hierarchical follicles (GAL 6 mm) and preovulatory follicles (GAL F1 and GAL F5) of chickens were divided into a “selection follicle” cluster and a “differentiation follicle” cluster, respectively, which are known as the antral follicle stage in bovines. Interestingly, F5 follicles in the early stage of preovulatory follicles in chickens had the highest similarity to human antral follicles other than other stages of chicken follicles.

**FIGURE 1:**
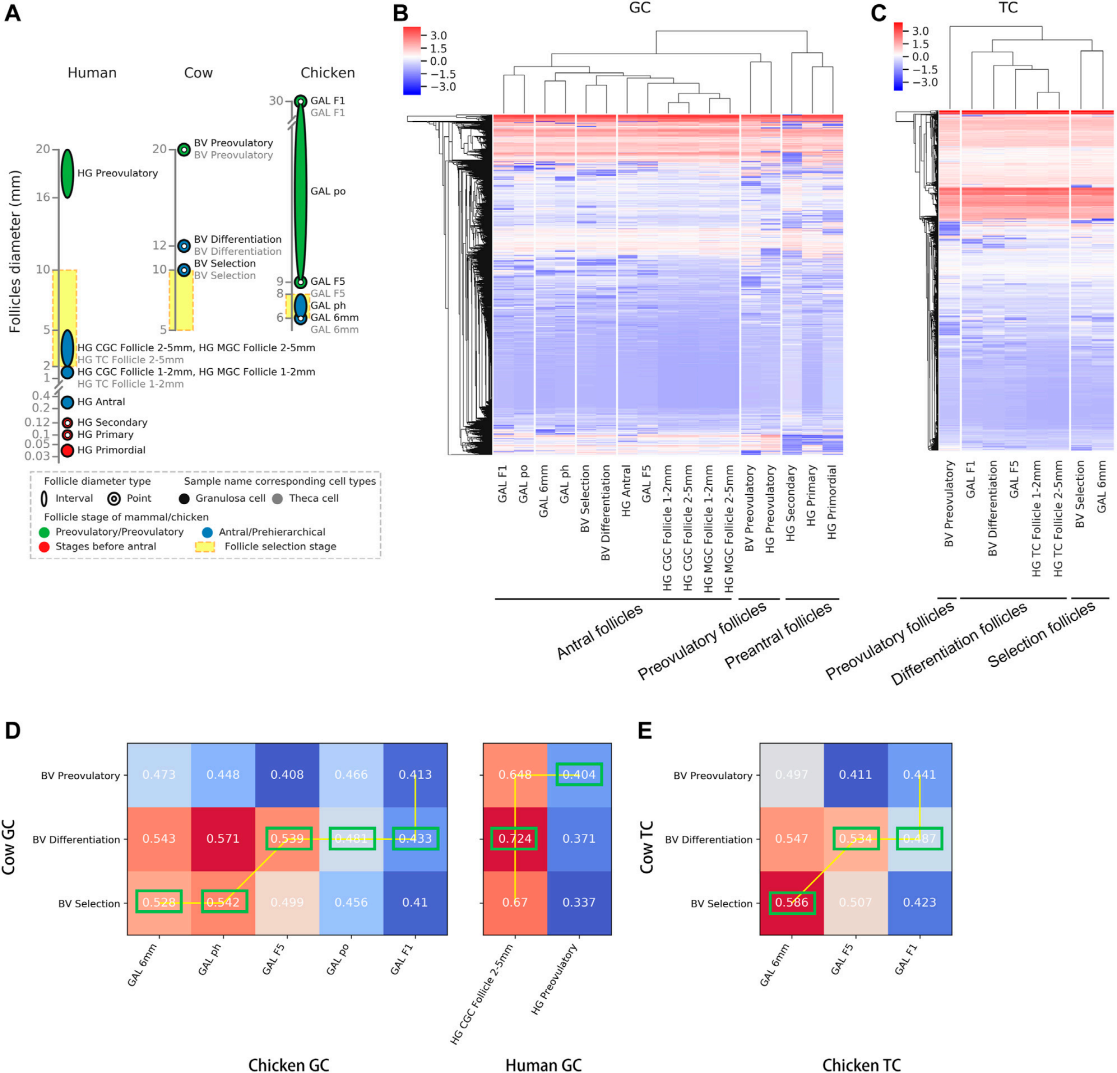
Correspondence between the stages of follicle development in oviparous and viviparous animals. **(A)** Species and stages of follicle samples. Each circle or ellipse represents a type of sample. **(B,C)** Hierarchical clustering of GCs and TCs based on gene expression at each stage of follicle development for each species. The colours in the heatmap correspond to gene expression after standardization of the z-score. **(D,E)** Correlations (Spearman’s correlation coefficients) of GCs and TCs at each developmental stage after follicle selection between chickens and bovines and between humans and bovines. The best alignments are connected by a yellow line, and the best corresponding stages are marked by green boxes.

To further accurately match the order of developmental stages among species, we collected and compared the correspondence of common follicular developmental stages (the selection, differentiation, and preovulation stages) across species using dynamic time warping (DTW) (Figures 1D,E). Due to the lack of data on TCs in human preovulatory follicles, only the correspondence of common follicle development stages between chickens and bovines was compared in TCs. The follicular development stages in cattle were used as a reference. In GCs, the follicles best matched to the bovine selection follicles were chicken pre-hierarchical follicles (GAL 6 mm and GAL ph); the follicles best matched to the bovine differentiation follicles were chicken preovulatory follicles (GAL F5, GAL po, and GAL F1) and human antral follicles (HG CGC follicle 2–5 mm); the follicles best matched to the bovine preovulatory follicles were human preovulatory follicles (HG preovultory) (Figure 1D, marked with green box). In TCs, the follicles best matched to the bovine selection follicles were chicken pre-hierarchical follicles (GAL 6 mm); the follicles best matched to the bovine differentiation follicles were chicken preovulatory follicles (GAL F5 and GAL F1) (Figure 1E).

The above results showed that chicken pre-hierarchical follicles and preovulatory follicles both corresponded to mammalian antral follicles, suggesting immaturity of the chicken preovulatory follicles. Interestingly, F5 follicles in the early stage of preovulatory follicles in chickens had the highest similarity to human antral follicles rather than other stages of chicken follicles.

### Comparison of Genes Related to Follicle Development Among Chickens, Cows and Humans

To compare follicle development-related genes in chickens, cows and humans, the differentially highly expressed genes at each stage (selected stage, differentiated stage, and preovulatory stage) were identified as follicle development-related genes based on the transcriptomes of GCs and TCs at each stage in each species (see Supplementary Table S3 for details). 

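In the chicken GCs, 1003 of 16279 genes tested passed the thresholds between F5 and 6 mm, 383 of them higher at F5 and 620 lower, and 4294 genes had an unadjusted p under 0.05. Between F1 and 6 mm 4698 of 15778 genes passed (1867 higher at F1, 2831 lower), where the median gene had a log2 fold change of -0.26, and between F1 and F5 3453 of 14854 genes passed (1409 higher at F1, 2044 lower). In the TCs, 243 of 16554 genes passed between F5 and 6 mm (48 higher at F5, 195 lower), 898 of 16515 between F1 and 6 mm (281 higher at F1, 617 lower) and 344 of 16142 between F1 and F5 (185 higher at F1, 159 lower). With DESeq2, the tool named by the authors, 1972 genes passed between F5 and 6 mm in GCs and 486 in TCs. The counts between F5 and 6 mm rested on single libraries. In GCs 197 genes passed without NC GC 6 mm replicate 1, 1831 without replicate 2 and 82 without replicate 3, and 465, 43 and 10 without NC GC F5 replicates 1, 2 and 3. The mean FPKM of 10 theca marker genes was 260, 7.74 and 206 in NC GC 6 mm replicates 1, 2 and 3. Theca RNA may therefore add to the 620 lower genes, and to the 1831, which rest on replicates 1 and 3 at 6 mm. In TCs 132, 6 and 1 passed without NC TC 6 mm replicates 1, 2 and 3, and 715, 1 and 3 without NC TC F5 replicates 1, 2 and 3. Between F1 and 6 mm in TCs, 420 passed without NC TC 6 mm replicate 2 and 391 without replicate 3. Between F1 and F5 in TCs, 196 and 64 passed without NC TC F1 replicates 2 and 3, 102 and 1 without NC TC F5 replicates 1 and 2, and 0 by edgeR without NC TC F5 replicate 3 (2744 at an unadjusted p under 0.05). With the hen as a block, 5 genes passed between F5 and 6 mm in TCs and, by edgeR, 0 between F1 and F5, where 3242 genes had an unadjusted p under 0.05 and DESeq2 without the block called 579. Of the genes printed in Fig. 3B, LHCGR (gene5691, chromosome 3 of Gallus_gallus-5.0, 7621411 to 7640925) had a mean FPKM of 12.5 ± 2.03 (SD, n = 3 libraries) in GCs at 6 mm, 60.1 ± 23.7 at F5 and 287 ± 51.8 at F1. Its log2 fold change was 2.59 from 6 mm to F5 (standard error 0.37, edgeR adjusted p = 0.0177, Benjamini-Hochberg) and 2.71 from F5 to F1 (standard error 0.37, adjusted p = 0.00155). INHBA (gene4133, chromosome 2, 50745139 to 50762744) went from 1.59 ± 1.06 at 6 mm to 22.9 ± 12.8 at F5 and 1.15 ± 1.19 at F1, with log2 fold changes of 3.96 (standard error 0.64, edgeR adjusted p = 0.0237, Benjamini-Hochberg) and -3.72 (standard error 0.74, adjusted p = 0.00674). STAR (gene19569, chromosome 22, 2288869 to 2291815) was at 7.67 ± 9.62, 62.1 ± 16.8 and 3794 ± 251 FPKM, and its rise to F5 of 3.32 did not pass (standard error 0.98, edgeR adjusted p = 0.0753, Benjamini-Hochberg), while its rise from F5 to F1 of 6.39 did (standard error 0.33, adjusted p = 7.26e-05). FSHR (gene5689, chromosome 3, 7457073 to 7534567) was at 29.9 ± 9.93, 54.5 ± 9.51 and 21.0 ± 10.4 FPKM, and its log2 fold change from 6 mm to F5 of 1.19 lay under the fold threshold (standard error 0.29, edgeR adjusted p = 0.0490, Benjamini-Hochberg). With all GC libraries of the series in the same fit, the adjusted p of the rises to F5 of LHCGR (2.57), INHBA (3.94) and FSHR (1.17) lay above 0.05. It also did for LHCGR without NC GC 6 mm replicates 1 (2.66) and 3 (2.57) and NC GC F5 replicates 2 (2.40) and 3 (2.45), for INHBA without NC GC 6 mm replicate 3 (3.66) and NC GC F5 replicates 1 (3.87), 2 (3.94) and 3 (4.10), and for FSHR without NC GC 6 mm replicates 1 (0.94) and 3 (1.10) and NC GC F5 replicates 1 (1.302), 2 (1.23) and 3 (1.07). For STAR it lay under 0.05 without NC GC 6 mm replicate 1 (5.18). STAR had a mean of 257 FPKM in NC TCs at 6 mm, so theca RNA in that GC library may add to its 7.67 at 6 mm.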

A comparison of the homology of follicle development-related genes between species at each stage showed that, at the selected stage, 10.80 and 1.43% of follicle development-related genes were homologous in GCs and TCs, respectively (Figure 2A, top of the graphic); at the differentiated stage, 0.73 and 0.54% of follicle development-related genes were homologous in GCs and TCs, respectively (Figure 2A, middle of the graphic); and at the preovulatory stage, 12.49 and 0.69% of follicle development-related genes were homologous in GCs and TCs, respectively (Figure 2A, bottom of the graphic). These results suggest that follicle development-related genes are species-specific. A comparison of the distribution of follicle development-related genes in GCs and TCs between chickens and cows showed that 2,296, 5,006, and 3,530 genes in chickens (Figure 2B, left of the graphic, red circles) and 157, 2,236, and 2,295 genes in cows (Figure 2B, right of the graphic, red circles) were expressed in GCs only at each respective stage; meanwhile, 369, 452, and 282 genes in chickens (Figure 2B, left of the graphic, green circles) and 171, 286, and 247 genes in cows (Figure 2B, right of the graphic, green circles) were expressed in TCs only at each respective stage, suggesting that in general, follicle development-related genes are predominantly expressed in GCs. 

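From the calls in the deposited chicken libraries, 983 genes differed between F5 and 6 mm in GCs only, 223 in TCs only and 20 in both. Between F1 and 6 mm the numbers were 4209 in GCs only, 409 in TCs only and 489 in both, and between F1 and F5 they were 3282, 173 and 171. A gene was counted for a cell type when it passed the thresholds there in either direction, so a gene called in GCs only can still change in TCs without passing. With limma-voom and sample quality weights, 1738 genes were called between F5 and 6 mm in GCs only. Between F5 and 6 mm, the number in GCs only was 193, 1773 and 82 without NC GC 6 mm replicates 1, 2 and 3, and 460, 42 and 9 without NC GC F5 replicates 1, 2 and 3. The 1773 rests on NC GC 6 mm replicates 1 and 3, whose theca marker means were 260 and 206 FPKM, so theca RNA may add to it. The number in TCs only was 123, 5 and 1 without NC TC 6 mm replicates 1, 2 and 3, and 597, 1 and 1 without NC TC F5 replicates 1, 2 and 3. The number in both fell to 0 without NC GC 6 mm replicate 3, NC TC 6 mm replicate 3 or NC TC F5 replicate 2, was 1 without NC GC F5 replicate 2, NC GC F5 replicate 3 or NC TC 6 mm replicate 2, and was 4, 58, 5, 9, 118 and 2 without NC GC 6 mm replicates 1 and 2, NC GC F5 replicate 1, NC TC 6 mm replicate 1 and NC TC F5 replicates 1 and 3. Between F1 and 6 mm, without NC TC 6 mm replicates 2 and 3 the number in TCs only was 215 and 200 and the number in both 205 and 191. Between F1 and F5, the number in TCs only was 83 and 38 without NC TC F1 replicates 2 and 3 and 46, 0 and 0 without NC TC F5 replicates 1, 2 and 3, and the number in both was 113, 26, 56, 1 and 0 without the same libraries. The hen as a block left 4 genes in TCs only and 1 in both between F5 and 6 mm, and by edgeR 0 and 0 between F1 and F5. The bovine genes were not analysed here.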

Previous studies have shown that the genes (CYP19A1 and ESR2) predominantly expressed in mammalian GCs are only expressed in chicken TCs (Wang and Gong, 2017; Jing et al., 2018), and we define them as ectopically expressed genes. A comparison of the distribution of these ectopically expressed genes among species revealed that 2.88, 13.56 and 6.75% of the human, cow and chicken follicle development-related genes were ectopically expressed (Figure 2C), respectively, indicating that a smaller proportion of ectopically expressed genes occurred among species.

**FIGURE 2:**
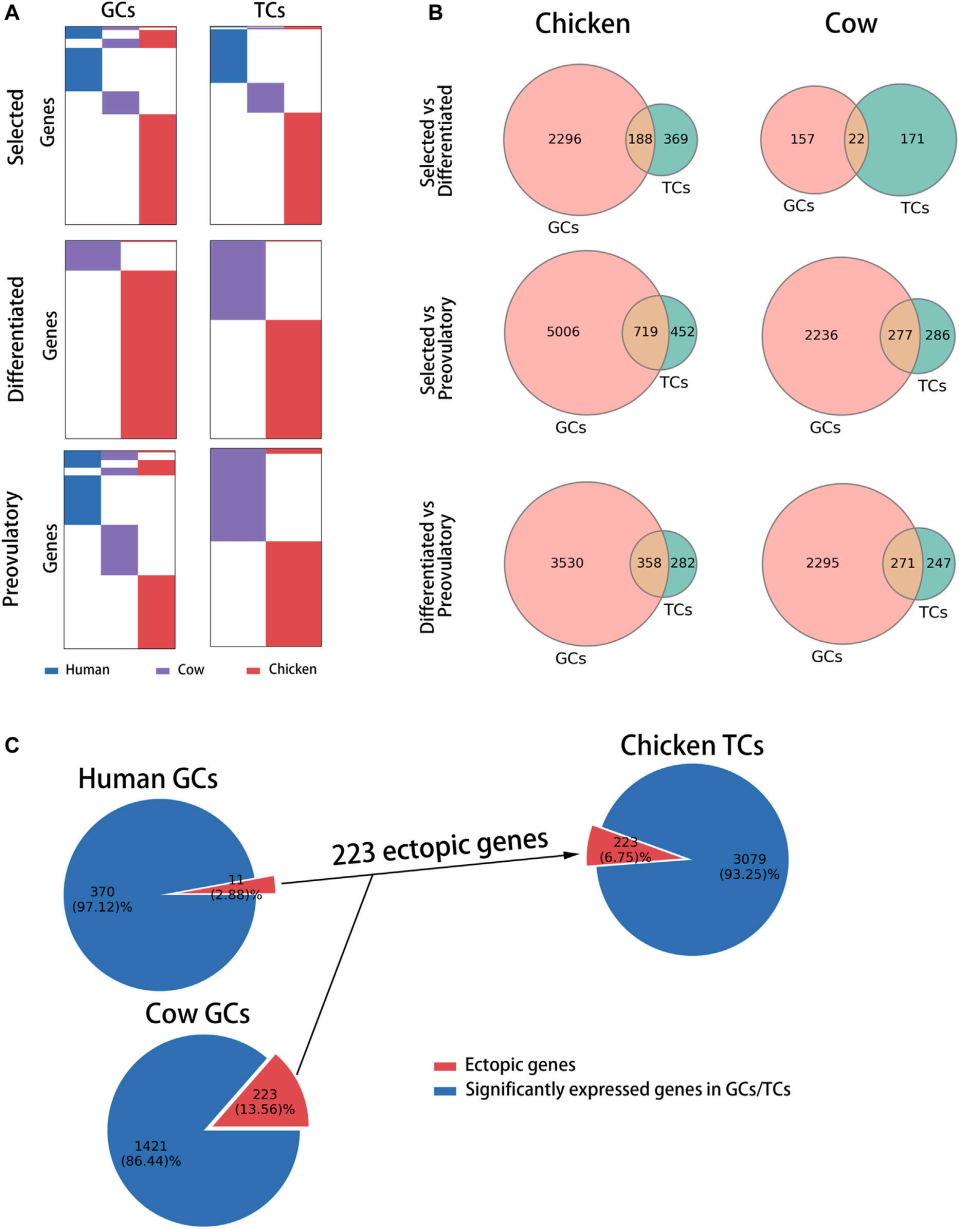
Comparison of follicle development-related genes among species at each stage of follicle development. **(A)** Distribution of follicle development-related genes (rows) among species (columns) at each stage in GCs and TCs. Human, cow and chicken genes are marked in blue, purple and red, respectively. **(B)** Venn diagram showing the distribution of follicle development-related genes between chickens and cows at each stage in GCs and TCs. **(C)** Pie charts showing the percentage of ectopically expressed genes (red) at each stage for each species.

### Identification of Follicle Development-Related Genes Specific to Chickens

To identify follicle development-related genes specific to chickens, we compared the biological functions of follicle development-related genes at each stage across species (Supplementary Table S4) to exclude the possibility that different genes perform similar biological functions among species. Nineteen, 30 and 24 chicken-specific biological processes (BPs) were identified at the selected, differentiated and preovulatory stages of GCs, respectively; meanwhile, 132, 12 and 13 chicken-specific biological processes (BPs) were identified at the selected, differentiated and preovulatory stages of GCs, respectively (Supplementary Table S4). Biological processes specific to chickens were more predominant in GCs at the differentiated stage (galBPs-diffGCs, 52.41%), in TCs at the selected stage (galBPs-slctTCs, 37.09%), and in TCs at the differentiated stage (galBPs-diffTCs, 34.72%) compared with the other stages (Figure 3A), and they were used as candidate chicken-specific BPs. To exclude BPs present in both GCs and TCs, we compared the distribution of candidate chicken-specific BPs (galBPs) in GCs and TCs. The results showed that the galBPs-slctTCs significantly overlapped (*p* ≤ 0.0001) with BPs in the GCs (Supplementary Figure S3A, upper right of the graphic), whereas the galBPs-diffGCs and galBPs-diffTCs did not significantly (*p* = 0.9930 and *p* = 0.6900) overlap with BPs in the TCs or GCs (Figure 3B, right of the graphic; Supplementary Figure S3A, lower right of the graphic), indicating that galBPs-diffGCs and galBPs-diffTCs mainly existed in GCs and TCs, respectively. BPs present only in GCs from the top ten galBPs-diffGCs (ordered by the *p*-value of GO enrichment) (Figure 3B, left of the graphic) and BPs present only in TCs from the top ten galBPs-diffTCs (Supplementary Figure S3A, lower left of the graphic) were used to identify candidate chicken-specific follicle development-related genes. A total of 6.25% (1 gene) of the candidate genes identified from galBPs-diffTCs were found only in TCs (Supplementary Figure S3B, red part of pie), whereas 49.37% (39 genes) of the candidate genes identified from galBPs-diffGCs were found only in GCs (Figure 3C, red part of pie); thus, the genes found only in GCs from galBPs-diffGCs were considered chicken-specific follicle development-related genes (GAL-SPGs, Figure 3C, red part of pie). GAL-SPGs were significantly highly expressed genes (*p*adj ≤ 0.05) in GCs at the differentiated stage (F5) compared with the selected stage (syf 6 mm) (Supplementary Figure S4A). 

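Fig. 3C prints the names of the 39 GAL-SPGs, which were read by eye from the picture, so only the calls made over all genes are tallied for them and no test was run on the list. Of these names 38 match a single locus in the deposited table, and PCK2, which matches 3 loci, was left out. The authors chose the list from the same NC libraries, so the tally is not independent evidence. With an adjusted p of at most 0.05 and a mean FPKM of at least 1, 27 of 38 were higher at F5 than at 6 mm in NC GCs and none was lower, 36 had an unadjusted p under 0.05, and DESeq2 called 36. All 38 had a log2 fold change above 0, between 1.56 and 9.07, with a median of 2.51. The smallest p-values were those of ATP8A1 (12.9 FPKM at F5 and 0.813 at 6 mm, log2 fold change 4.28, standard error 0.32), SEC61A2 (243 and 46.4 FPKM, 2.70, standard error 0.22) and SLC12A2 (185 and 11.3 FPKM, 4.36, standard error 0.35), each with an edgeR adjusted p of 0.00614 after Benjamini-Hochberg adjustment. The tally was 9 without NC GC 6 mm replicate 1, 5 without replicate 3, 14 without NC GC F5 replicate 1 and 3 without NC GC F5 replicate 2. By edgeR it was 0 without NC GC F5 replicate 3, where 33 of the 38 had an unadjusted p under 0.05 and ATP8A1 (4.14), SEC61A2 (2.62) and SLC12A2 (4.34) no longer passed. The mean of log2(FPKM + 1) over the 38 genes was 2.58 ± 0.22 (SD, n = 3 libraries) at 6 mm and 4.53 ± 0.17 at F5.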

The gene set of GAL-SPGs was significantly up-regulated (*p* ≤ 0.01) in GCs with high FSHR expression (Supplementary Figure S4B, public data from (Wang et al., 2017)), and two GAL-SPGs were significantly highly expressed genes (*p*adj ≤ 0.05) in GCs with high FSHR expression compared with GCs with low FSHR expression (Supplementary Figure S4C), suggesting that GAL-SPGs maybe associated with follicular selection. The GO analysis revealed that GAL-SPGs were mainly enriched in transport-related biological processes (Supplementary Figure S4D).

**FIGURE 3:**
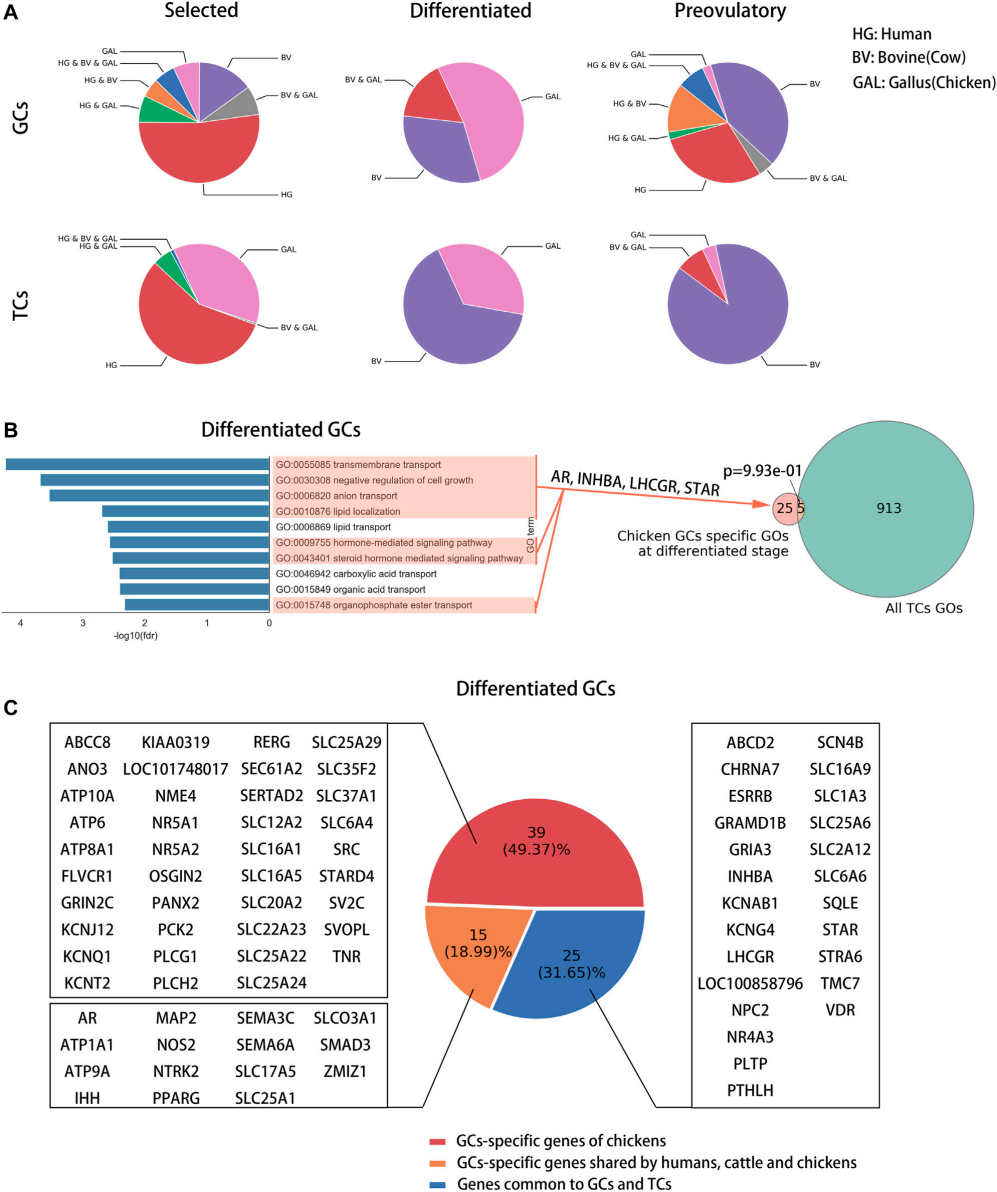
Identification of follicle development-related genes specific to chickens. **(A)** Pie charts showing the percentage of follicle development-related BPs at each stage for each species. **(B)** Candidate chicken-specific BPs in GCs at the differentiated stage. On the left of the graph are the top ten BPs specific to chickens in GCs at the differentiated stage, in which candidate chicken-specific BPs are marked in red. On the right of the graph are the Venn diagram showing the overlap between galBP-diffGCs (red) and all BPs in TCs (green). *p* was calculated using hypergeometric test, *p* ≤ 0.0001. Candidate chicken-specific BPs were found only in galBP-diffGCs, marked with red arrows, and these BPs were used to identify candidate chicken-specific follicle development-related genes. Previously reported follicle development-related genes are marked with red arrows. **(C)** Pie chart showing the percentage and corresponding gene names of candidate chicken-specific follicle development-related genes (red) identified from candidate chicken-specific BPs in galBP-diffGCs.

### AR Is a Core Transcriptional Regulator Specific to Chickens in GCs

To compare the core transcriptional regulators among species in GCs, we identified super-enhancers in chicken phGCs (pre-hierarchical granulosa cells), chicken poGCs (preovulatory granulosa cells), mouse poGCs (Dinh et al., 2019), and human ovaries (Consortium, 2012; Davis et al., 2018) based on H3K27ac histone modification data. A total of 476, 386, 423, and 322 super-enhancers were identified among chicken phGCs, chicken poGCs, mouse poGCs, and human ovaries, respectively (Supplementary Table S5). Enhancer or super-enhancer signals were detected near hormone receptor genes affecting follicle development and were highest near FSHR in chicken phGC, AR in chicken poGC, and ESR2 in mouse poGC compared with other hormone receptor genes (Figure 4A; Supplementary Figure S5A, no enhancer signals were detected near hormone receptors in the human ovary). The pathway enrichment analysis showed that super-enhancer associated genes (SEGs) were mainly enriched in follicle development-related pathways, such as the TGF beta signalling pathway, MAPK signalling pathway, and PI3K-Akt signalling pathway (Figure 4B; Supplementary Figure S6A), suggesting that these SEGs are associated with follicular development. To compare the core transcriptional regulators among species, the core transcriptional regulatory network of each species was identified based on super-enhancers (see Supplementary File S1 Methods for details). Closeness centrality (out) was used to assess the external regulatory capacity of transcription factors, whereas closeness centrality (in) was the opposite. Based on the closeness centrality (out) of each node in the network (Supplementary Figure S6B), a set of hub transcriptional regulatory factors (hub-TFs) (chicken phGCs 21, chicken poGCs 20, mouse poGCs 34, and human ovaries 34, details in Supplementary Table S5 with sheet name “hub-TFs Categories”) were identified (Figure 4C, purple point), of which AR with the highest closeness centrality (out) was a hub-TF only in chickens (Supplementary Table S5 with sheet name “ph SEGs closeness centrality” and “po SEGs closeness centrality”; Figure 4C, top of the graphic). Most hub TFs belonged to transcriptional regulatory circuits (chicken phGCs 100.00%, chicken poGCs 90.00%, mouse poGCs 73.53%, and human ovaries 61.76%) (words in blue in Supplementary Table S5 with sheet name “hub-TFs Categories”), suggesting that hub TFs maybe key transcriptional regulator factors for GCs (Hnisz et al., 2013; Whyte et al., 2013).

**FIGURE 4:**
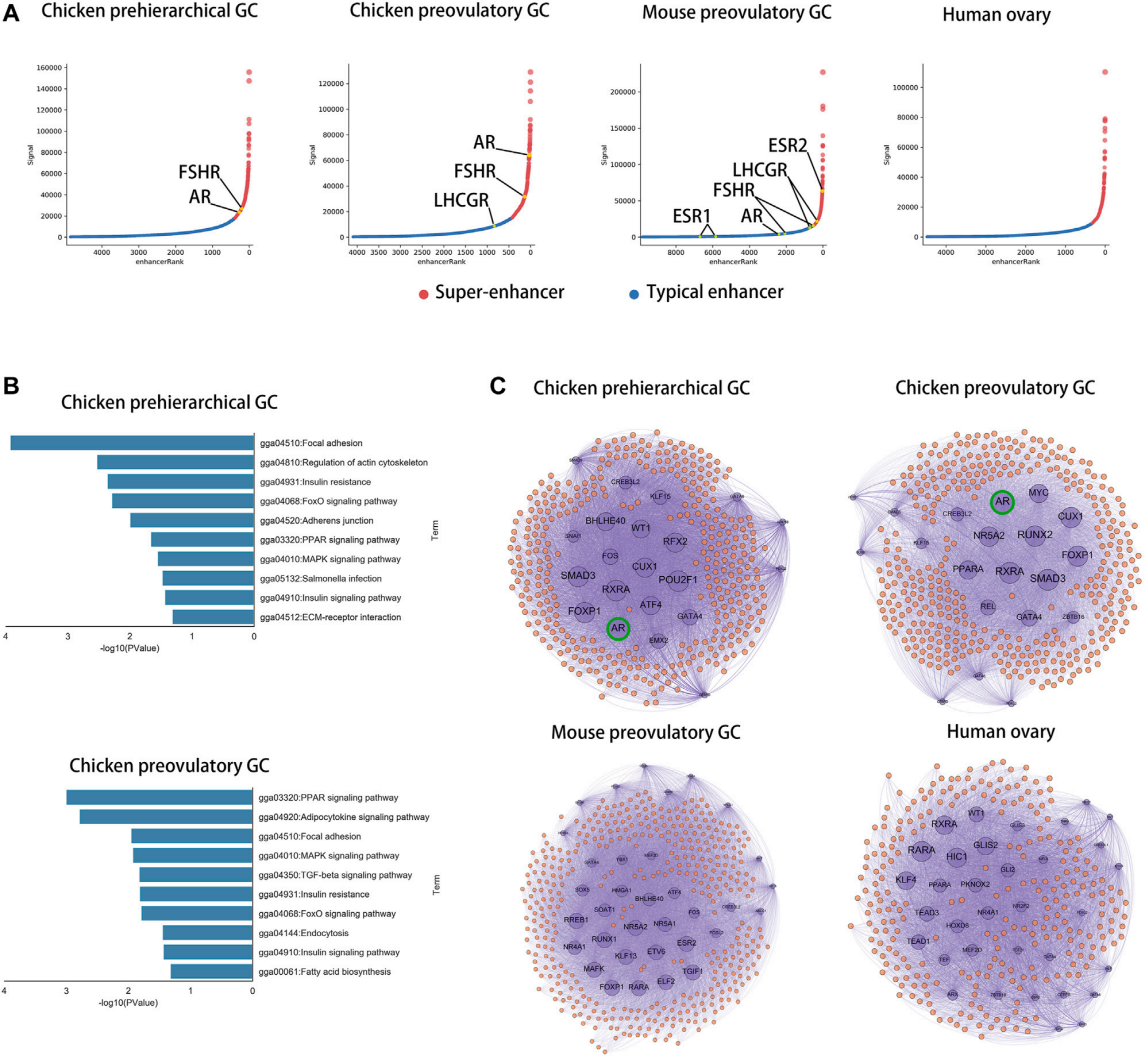
AR is a core transcriptional regulator specific to chickens in GCs. **(A)** Super-enhancers (red) and typical enhancers (blue) identified by ROSE in chicken phGCs, chicken poGCs, mouse poGCs and human ovaries. Enhancer-associated hormone receptor gene names are tagged (orange). **(B)** Top ten KEGG pathways of SEGs in chicken phGCs and chicken poGCs. **(C)** The core transcriptional regulatory networks of chicken phGCs, chicken poGCs, mouse poGCs and human ovaries. Gene names of Hub-TFs (purple) are tagged.

### Inhibition and Agitation of Androgen Receptors *In Vivo* Results in Abnormal Follicle Selection and Ovulation in Chickens

To validate the effects of AR on follicle development in chickens, the AR antagonist bicalutamide (bic, inhibition of the transcriptional activity of AR) (Masiello et al., 2002) and the agonist mestanolone (mes, an anabolic–androgenic steroid) (Arnold et al., 1963; Schanzer, 1996) were utilized in in vivo experiments, and egg-laying, follicle number, and follicular wall histomorphology were examined. The results showed that egg production decreased significantly after feeding on 15 mg bic, 10 mg mes, and 100 mg mes (Figure 5A). Multiple F1 follicles were found in the 100 mg mes group, possibly a manifestation of polycystic follicle syndrome (Figure 5C; Supplementary Figure S7A). A comparison of the numbers of follicles in syf (6–8 mm) and po (>9 mm) in each treatment (Figure 5B) showed that, compared with the NC group, the number of syf was significantly decreased in the 15 mg bic group, and the number of po was significantly increased in the 100 mg mes group. In follicle wall histomorphology, the granulosa layer (GL) and theca layer (TL) of syf 6 mm follicles did not change significantly across all groups (Figure 5D; Supplementary Figure S7B); the GL of F5 follicles increased to two layers in the 15 mg bic group (Figure 5D, middle of the graphic, marked with a green dotted line); the perivitelline layer (PL) of F1 follicles was thickened in the 10 mg mes and 100 mg mes groups compared with the other groups (Figure 5D; Supplementary Figure S7B). These results showed that 15 mg bic inhibited follicle selection and ovulation, 10 mg mes inhibited ovulation and 100 mg mes inhibited ovulation and caused a phenomenon similar to polycystic follicle syndrome.

**FIGURE 5:**
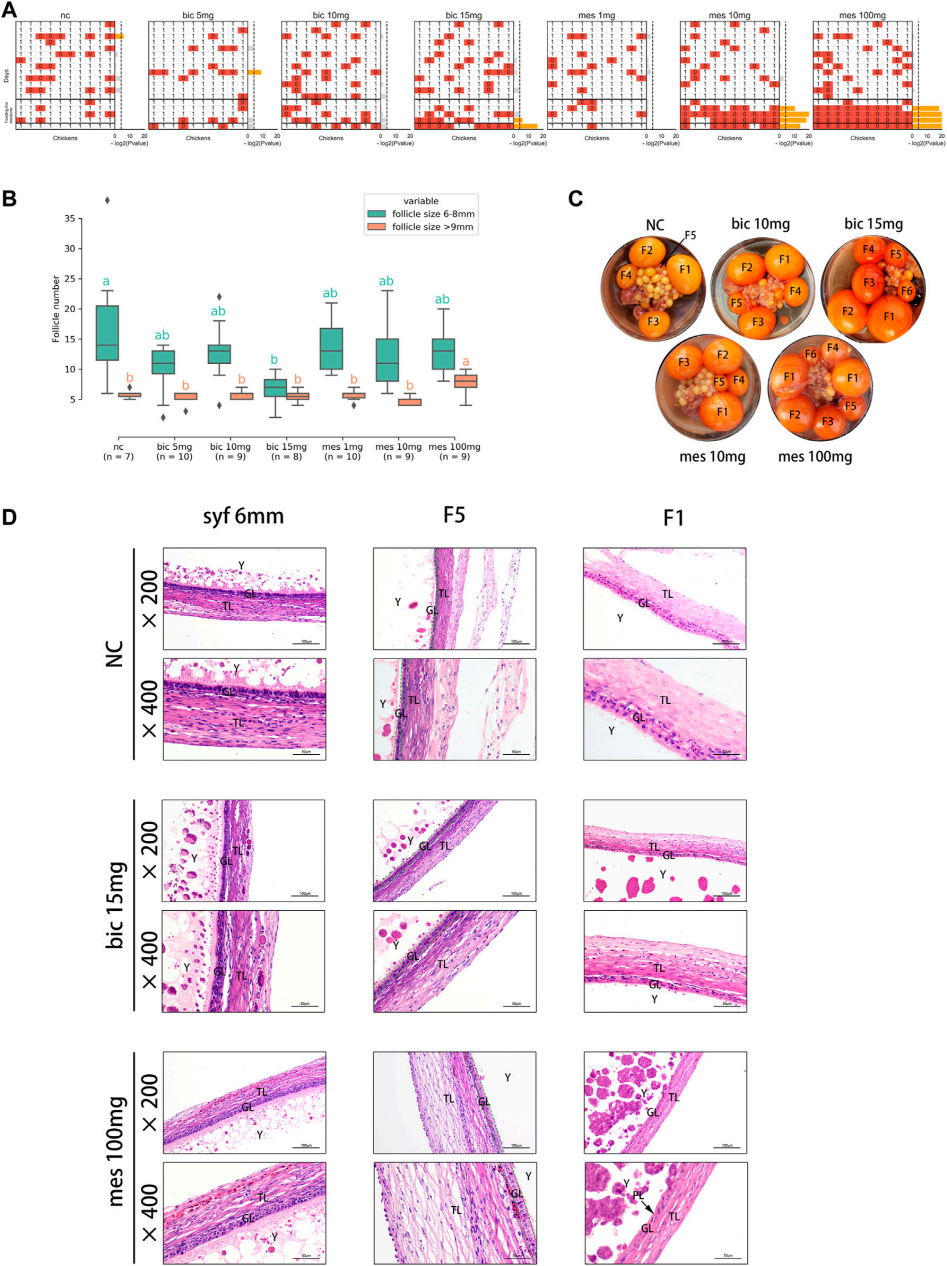
Inhibition and agitation of androgen receptors *in vivo* results in abnormal follicle selection and ovulation in chickens. **(A)** Effects of different doses of drugs on egg production. 0, no egg production; 1, egg production. *p*-values were calculated using the binomial test. *p* ≤ 0.05 is marked in yellow. **(B)** Effects of different doses of drugs on the number of pre-hierarchical and preovulatory follicles in chickens. Multiple comparisons were applied to each group in pre-hierarchical and preovulatory follicles. **(C)** Effect of different doses of the drug on follicle histology. The hierarchies of preovulatory follicles are labelled (see *Methods* for detail). **(D)** Effect of different doses of the drug on the histology of the chicken follicle wall. All tissue sections were stained with haematoxylin and eosin. TL, theca cell layer; GL, granulosa cell layer; Y, yolk; PL, perivitelline membrane.

### Effects of Inhibition and Agitation of Androgen Receptors on Biological Processes Related to Follicular Development

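The libraries of the treated hens came from the same drug experiment as those of NC. Bicalutamide (bic) is an antiandrogen and mestanolone (mes) an androgenic steroid, and the hens analysed here were fed 15 mg of bic or 100 mg of mes. GCs and TCs of syf 6 mm, F5 and F1 follicles gave 3 libraries per cell type, stage and treatment, and the authors made their counts in the same way as those of NC. In the GCs of the 15 mg bic group the total count per library was 41106713 to 55649146 at 6 mm (median 45377738), 43554452 to 52358676 at F5 (median 50095642) and 44816819 to 65054906 at F1 (median 47386214). In its TCs it was 44366632 to 46298509 (median 45224635), 45913799 to 54551278 (median 50885756) and 50119761 to 52172062 (median 51656906) at the same stages. In the GCs of the 100 mg mes group it was 35882971 to 56717602 at 6 mm (median 45610344), 49798409 to 62630917 at F5 (median 53043879) and 41972271 to 54975456 at F1 (median 46799230), and in its TCs 45652341 to 59683453 (median 54077092), 44635258 to 59083274 (median 54352600) and 46767489 to 54295837 (median 50110224). By Supplementary Table S1, all 3 GC libraries of F1 in the 15 mg bic group came from 1 hen, and the 3 TC libraries of F1 from 2 hens. Libraries under the same hen and library number differed by a chi-square per degree of freedom of 4.65 to 5.77, or 1.16 to 1.44 when divided by 4, against 11.1 to 53.7 (2.78 to 13.4) for the other pairs of libraries within a group. The limit for counting libraries as 1 sample had been set at 2.5 before it was known that a read pair adds up to 4 counts, and by the deposited counts they were kept as separate replicates. Divided by 4, all pairs of the same hen lie under that limit and all other pairs above it, so the tests of GCs and TCs at F1 with bic rest on 1 and 2 hens and overstate the number of samples, and the F1 results are also given with the libraries of each hen summed. A pair of libraries lay far from their groups. Replicate 2 of the F5 GCs of the 15 mg bic group had a mean Spearman correlation of 0.692 with its own group and 0.908 with the NC TCs of 6 mm, and replicate 2 of its 6 mm GCs had 0.785 with its own group and 0.875 with the F1 GCs of that treatment. Both came from hen 2 of the group and were kept as labelled. Genes were called at an adjusted p of at most 0.05 and a mean FPKM of at least 1, the thresholds given in the legend of Fig. 6.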

To investigate the effects of inhibition and agitation of ARs on biological processes related to follicular development, RNA-Seq was performed on GCs and TCs at three stages of follicular development (syf 6 mm, F5, F1) in the 15 mg bic and 100 mg mes groups (Supplementary Table S1), in which the phenotypes were highly variable (Supplementary Table S8). A gene set enrichment analysis (GSEA) was utilized to find significantly altered follicle development-related biological processes in GCs and TCs when AR was inhibited or agonized. As a result, 15 mg bic mainly down-regulated the biological processes related to follicular development in GCs at the syf 6 mm stage (22.46%), F5 stage (57.02%) and F1 stage (88.10%) and in TCs at the F1 stage (68.85%) (Figure 6A, left side of the dotted line, see Supplementary Figure S8 for detail BPs); 100 mg mes mainly down-regulated the biological processes related to follicular development in GCs at the F1 stage (90.48%) and in TC at the syf 6 mm stage (44.62%) and F5 stage (44.00%) (Figure 6A, right side of the dotted line, see Supplementary Figure S8 for detail BPs). These results show that 15 mg bic mainly affects biological processes related to follicular development in GCs, whereas 100 mg mes mainly affects biological processes related to follicular development in TCs.

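The gene lists of the biological processes are not used here, so the GSEA over processes was not repeated. In its place, the genes that NC calls for each stage were tested as sets against NC with camera of limma (preset correlation between genes of 0.01) on log2 CPM, with Benjamini-Hochberg adjustment over 12 tests. The sets were the 2831 genes higher at 6 mm than at F1, the 383 higher at F5 than at 6 mm and the 1867 higher at F1 than at 6 mm in GCs, and 617, 48 and 281 genes defined in the same way in TCs. In GCs of the 15 mg bic group the median log2 fold change of the set was -0.59 at 6 mm (camera adjusted p = 1.42e-08, 77.3% of genes below 0), -1.09 at F5 (4.55e-23, 92.7%) and -1.19 at F1 (5.10e-29, 85.3%). In its TCs it was 0.02 at 6 mm (camera adjusted p = 0.711, with a mean of -0.07 of the other sign), -0.13 at F5 (0.0268) and -0.51 at F1 (1.23e-12). In the 100 mg mes group it was -0.15, which did not pass, -0.31 (camera adjusted p = 9.50e-08) and -0.86 (8.09e-22) in GCs at 6 mm, F5 and F1, and -0.34 (2.06e-07), -1.10 (5.92e-17) and -0.20 (0.0379) in TCs. The NC libraries that chose the sets are also the controls of these tests, which lowers the sets with no effect of a drug. In 20 simulations of unchanged groups against them the median of the set was -0.09 at 6 mm, -0.20 at F5 and -0.08 at F1 in GCs and -0.13, -0.26 and -0.18 in TCs, and camera gave an unadjusted p under 0.05 in 10, 20, 8, 20, 20 and 20 of them. The lowest simulated medians were -0.12, -0.22, -0.10, -0.15, -0.31 and -0.22 in the same order, so the observed medians of TCs at F5 with bic and at F1 with mes were no lower than simulated ones. The simulated sets were larger than those tested, with a median of 3010, 696 and 2062.5 genes in GCs and 757.5, 215 and 510 in TCs at 6 mm, F5 and F1, so their medians are only a rough level without an effect. Genes were drawn independently in these simulations, so the range of their medians is too narrow to serve as a limit. With fry, and with a correlation between genes estimated from the data, 3 calls held under both, those of bic in GCs and TCs at F1 and of mes in TCs at F5, and that of mes in GCs at F1 held under fry alone. The calls of bic at F1 rest on 1 hen in GCs and 2 hens in TCs, so these methods too overstate the number of samples. NC GCs at F1 came from 2 hens. The mean FPKM of 5 granulosa marker genes was 46.3, 124 and 206 in NC TC F5 replicates 1, 2 and 3. Granulosa RNA in these controls may therefore add to the value of mes in TCs at F5. Without bic15 GC 6 mm replicate 2 the set of bic in GCs at 6 mm had a median of -0.13 and no longer passed. Without bic15 GC F5 replicate 2 the median of bic at F5 was -0.34. Without mes100 TC 6 mm replicate 1 the median of mes in TCs at 6 mm changed sign to 0.09. For bic in TCs at F5 the call was lost without bic15 TC F5 replicate 1 (-0.09) or replicate 2 (-0.04) and without NC TC F5 replicate 2 (-0.09) or replicate 3 (-0.04), and for mes in TCs at F1 without mes100 TC F1 replicate 3 (-0.07) and NC TC F1 replicates 1 (-0.10) and 2 (-0.25). For bic in TCs at 6 mm the median was -0.01 and -0.04 without bic15 TC 6 mm replicates 1 and 3, 0.13 without replicate 2, which passed, and -0.13 and 0.11 without NC TC 6 mm replicates 1 and 3, which both passed. The paper states from its GSEA that bic lowered these processes mainly in GCs at each stage and in TCs at F1, and mes mainly in GCs at F1 and in TCs at 6 mm and F5.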

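Gene by gene, edgeR called 8321 of 14850 genes between the 15 mg bic group and NC in GCs at F1 (3988 higher, 4333 lower) and 45 of 16345 in TCs at F1 (23 higher, 22 lower). With the libraries of each hen summed, which leaves the 15 mg bic group with 1 hen in GCs, these became 199 and 0 genes, the latter with 1333 genes at an unadjusted p under 0.05, and the spread is then taken from the NC hens. In GCs bic gave 0 genes at 6 mm by edgeR (741 at an unadjusted p under 0.05, 39 by DESeq2, 0 by limma-voom) and 0 at F5 (1325 unadjusted, 336 by DESeq2, 180 by limma-voom). In TCs it gave 5 at 6 mm and 0 at F5 by edgeR (396 unadjusted, 32 by DESeq2, 0 by limma-voom). The 100 mg mes group differed from NC in 1355 genes in GCs at F1 (811 higher, 544 lower), which became 0 by edgeR with the NC libraries of the same hen summed (2639 unadjusted). It differed in 0 genes in GCs at 6 mm by edgeR (3562 unadjusted, 2440 by DESeq2, 1225 by limma-voom) and 0 at F5 (2037 unadjusted, 615 by DESeq2, 0 by limma-voom). At 6 mm the mean FPKM of 10 theca marker genes was 260, 7.74 and 206 in NC GC replicates 1, 2 and 3 and 2.56 to 6.34 in the mes GC libraries, so these counts do not part an effect of mes from theca RNA in the controls. In TCs mes gave 6 genes at 6 mm, 2 at F5 and 0 at F1 by edgeR (1189 unadjusted, 264 by DESeq2, 0 by limma-voom at F1). The 5 genes of bic in TCs at 6 mm were KRT23 on chromosome 27 (log2 fold change -3.42, standard error 0.31, edgeR adjusted p = 0.0478, Benjamini-Hochberg) and 4 loci on unplaced contigs with an FPKM of 0 in all libraries of 1 group, TCF7L1, LOC107055629, LOC107055845 and LOC107056309. Of the 6 genes of mes in TCs at 6 mm, MCTP1 on chromosome Z had 4.97 FPKM with mes and 11.9 in NC (edgeR adjusted p = 0.0331, Benjamini-Hochberg), and the other 5, like the 2 at F5 (LOC107057596 and LOC107056379), were loci of that kind, all of them looked up after the values were seen. Single libraries moved several of these counts. For mes in GCs, 3771 genes were called at 6 mm without NC GC 6 mm replicate 2, and at F1 the number was 4203 without mes100 GC F1 replicate 2, 1 without mes100 GC F1 replicate 1 and 0 by edgeR without mes100 GC F1 replicate 3 (2894 unadjusted), NC GC F1 replicate 1 (2607) or NC GC F1 replicate 2 (2585). For mes in TCs at F5, 169 genes were called without NC TC F5 replicate 1, 4 without mes100 TC F5 replicate 1, and 0 by edgeR without mes100 TC F5 replicates 2 (1810 unadjusted) and 3 (847) or NC TC F5 replicate 3 (806). At 6 mm in TCs, mes gave 0 genes by edgeR without mes100 TC 6 mm replicate 2 (1138 unadjusted), 1 without replicate 3 and 10 without NC TC 6 mm replicate 3. In the same tissue bic gave 1 without bic15 TC 6 mm replicate 1, 2 without NC TC 6 mm replicate 1 and 0 by edgeR without bic15 TC 6 mm replicate 3 (896 unadjusted) or NC TC 6 mm replicates 2 (309) and 3 (433). Of the counts of 0, that of bic in GCs at F5 was 3 without bic15 GC F5 replicate 2, that of bic in TCs at F5 was 2 without bic15 TC F5 replicate 2 and 3 and 1 without NC TC F5 replicates 1 and 2, that of mes in GCs at F5 was 1 without mes100 GC F5 replicate 2 or NC GC F5 replicate 1, and that of mes in TCs at F1 was 1 without NC TC F1 replicate 1. For bic in TCs at F1, 114 were called without NC TC F1 replicate 1, 4 and 21 without NC TC F1 replicates 2 and 3, and 4, 6 and 19 without bic15 TC F1 replicates 1, 2 and 3. The paper concludes from its GSEA that bic mainly affects GCs and mes mainly TCs.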

**FIGURE 6:**
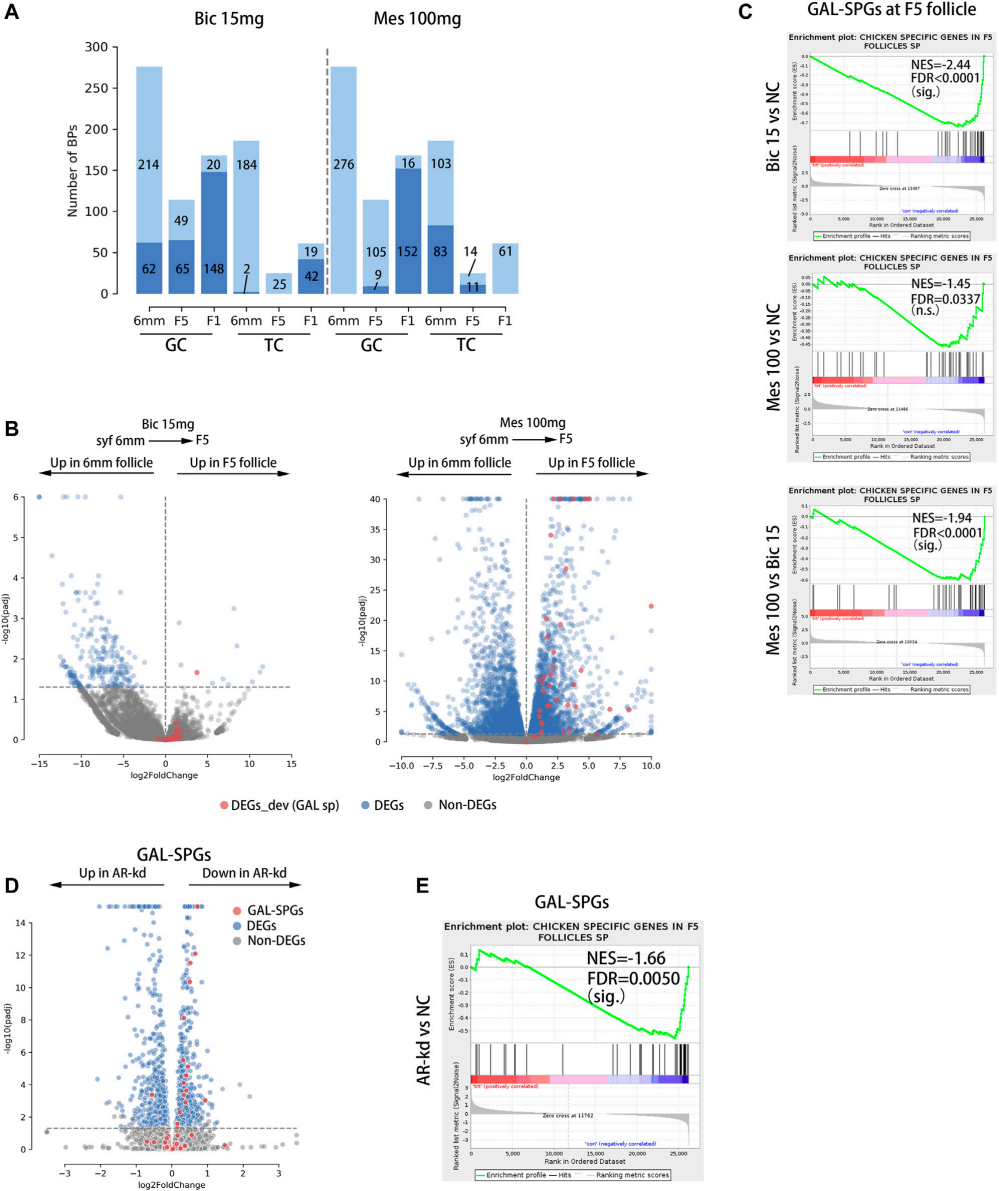
GAL-SPGs are essential for follicle selection in chickens. **(A)** Stacked bar plot showing the distribution of follicle development-related BPs that are significantly altered by inhibiting or enhancing the function of androgen receptors, which are in deep blue. The follicle development-related BPs that are not significantly altered by inhibiting or enhancing the function of androgen receptors are in light blue. The number of BPs in each group is labelled. **(B)** Volcano plot showing the differential expression of GAL-SPGs (red) before and after follicle selection (syf 6 mm vs F5) when AR function is inhibited (bic 15 mg, left of the graph) or enhanced (mes 100 mg, right of the graph). Differentially expressed genes (FPKM ≥ 1 and Padj ≤ 0.05) are marked in blue. **(C)** The GSEA results showing the consistent differences in GAL-SPGs at the F5 stage when AR function is inhibited (bic 15 mg, top of the graph) or enhanced (mes 100 mg, middle of the graph) as well as the consistent differences in GAL-SPGs at the F5 stage between mes 100 mg and bic 15 mg sig. *p* ≤ 0.01, n.s. *p* > 0.01. **(D)** Volcano plot showing the differential expression of GAL-SPGs (red) when AR was knocked down in poGCs. Differentially expressed genes (FPKM ≥ 1 and Padj ≤ 0.05) are marked in blue. **(E)** The GSEA results showing the consistent differences in GAL-SPGs when AR was knocked down in poGCs. sig. *p* ≤ 0.01, n.s. *p*＞0.01.

### GAL-SPGs Are Essential for Follicle Selection in Chickens

To determine whether GAL-SPGs affect the follicle selection process, we compared the expression of GAL-SPGs in the 15 mg bic groups (follicle selection was inhibited) and 100 mg mes groups (follicle selection was normal) before and after follicle selection (syf 6 mm and F5 stages). As a result, the expression of GAL-SPGs in the 15 mg bic group was not significantly different (*p*adj ≤ 0.05) before and after follicle selection (Figure 6B, left of the graphic), whereas the expression of GAL-SPGs in the 100 mg mes group was significantly highly expressed (*p*adj ≤ 0.05) after follicle selection (Figure 6B, right of the graphic), which was consistent with the expression profile of GAL-SPGs in the normal group (Supplementary Figure S4A), indicating that GAL-SPGs are required for follicle selection in chickens. 

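In the GCs of the 15 mg bic group, edgeR called 0 of the 38 GAL-SPGs between F5 and 6 mm (6 at an unadjusted p under 0.05, 1 by DESeq2, 18 by limma-voom with sample quality weights). In the 100 mg mes group it called 29, all higher at F5, of which 23 were also called in NC. The log2 fold change was above 0 for 32 of 38 genes with bic, with a median of 1.21 and a median standard error of 1.06, and for 37 of 38 with mes, with a median of 2.12 and a median standard error of 0.30. With bic the smallest p-values were those of SLC25A24 (42.5 FPKM at F5 and 15.2 at 6 mm, log2 fold change 1.55, standard error 0.30), FLVCR1 (10.1 and 4.80 FPKM, 1.13, standard error 0.30) and SV2C (0.774 and 0.146 FPKM, 2.41, standard error 0.73), each with an edgeR adjusted p of 0.9996 after Benjamini-Hochberg adjustment. With mes they were those of SLC12A2 (193 and 16.7 FPKM, 3.77, standard error 0.17, edgeR adjusted p = 0.000235, Benjamini-Hochberg), NR5A2 (303 and 0.0118 FPKM, adjusted p = 0.000302) and PLCG1 (82.5 and 3.63 FPKM, 4.75, standard error 0.25, adjusted p = 0.000366). Over all genes, edgeR called 0 of 16748 between F5 and 6 mm with bic (606 at an unadjusted p under 0.05, 147 by DESeq2, 2163 by limma-voom) and 4038 of 16397 with mes (2166 higher at F5, 1872 lower). In 10 simulated data sets with the spread of the bic libraries, edgeR called 0% of genes changed by a log2 of 2 and 0% of those changed by 3, over 16748 genes. The mean log2(FPKM + 1) of the 38 genes in the F5 libraries of bic was 4.24, 2.29 and 4.42 in replicates 1, 2 and 3, and in those of 6 mm it was 2.70, 3.35 and 2.58. With both replicate 2 libraries left out, a choice made after the data were seen, edgeR called 1883 genes and 21 of the 38 GAL-SPGs, all higher at F5, of which 16 were also called in NC. The other 8 pairs of an F5 and a 6 mm library, left out in the same way, gave 0 genes by edgeR. In the fit with 1883 genes, bic15 GC 6 mm replicate 1 was kept, where 10 theca marker genes had a mean of 202 FPKM. Replicate 3 had 2.09, so theca RNA may add to that count. In mes100 the number over all genes was 2276 without mes100 GC 6 mm replicate 1 and 2116 without replicate 3. The change from 6 mm to F5 itself was compared between treatments as an interaction in edgeR. Against NC, 0 of 38 GAL-SPGs passed with bic (1 at an unadjusted p under 0.05, 0 by DESeq2, 0 by limma-voom), 35 having a smaller rise than in NC, and 0 passed with mes (6 unadjusted, 3 by DESeq2, 0 by limma-voom), 24 having a smaller rise. The authors chose the list as rising in these NC libraries, so a smaller rise in another group can arise with no effect of a drug, and no value without such an effect was made for this interaction. In 10 simulated data sets with the spread of bic and NC in this interaction, edgeR called 0.601% of genes whose change differed by a log2 of 2 and 9.78% of those by 3, over 18155 genes. Over all genes the interactions gave 0 calls by edgeR for bic against NC (1028 unadjusted, 409 by DESeq2, 0 by limma-voom), 0 for mes against NC (1221 unadjusted, 343 by DESeq2, 0 by limma-voom) and 0 for bic against mes (538 unadjusted, 130 by DESeq2, 0 by limma-voom). For mes against NC the interaction gave 163 genes, 1 GAL-SPG among them, without NC GC 6 mm replicate 2, 1 gene without NC GC 6 mm replicate 3 and 2 with the hen as a block. The 163 rests on NC GC 6 mm replicates 1 and 3, whose theca marker means were 260 and 206 FPKM, so theca RNA may add to it. For bic it gave 1 gene against NC without NC GC 6 mm replicate 2, and 1 gene against mes without bic15 GC 6 mm replicate 2. The paper sets the absence of a significant change with bic against the rise with mes and in the normal group, and concludes that GAL-SPGs are required for follicle selection.

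**Figure D1:**
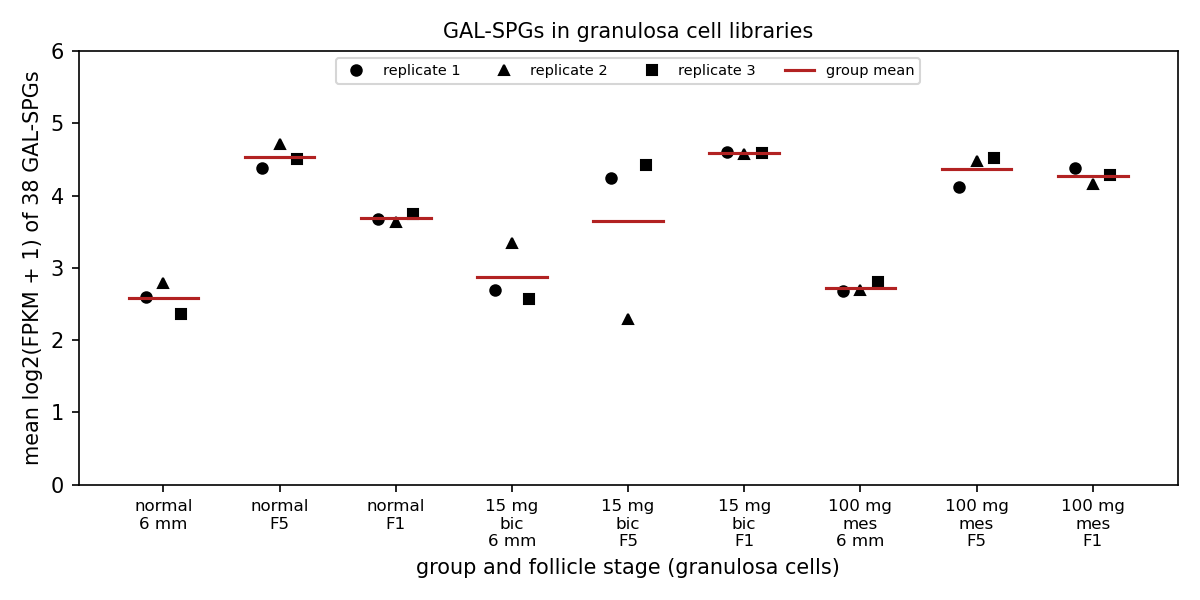
Mean log2(FPKM + 1) of the 38 GAL-SPGs with a single locus in each GC library, by treatment group and follicle stage, with symbols for replicates 1, 2 and 3 and a red line at the mean of each group. In the 15 mg bic group, F5 replicate 2 lies at 2.29 and the other F5 libraries at 4.24 and 4.42.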

To determine the effect of ARs on SPGs, we compared the expression of GAL-SPGs in GCs at the F5 stage in the normal group, the 15 mg bic group and the 100 mg mes group, as both the phenotypic changes of abnormal follicle selection (Figure 5D, middle of the graphic, marked with a green dotted line) and GAL-SPGs (Figure 3A, upper middle of the graphic) were found in GCs at the F5 stage. 

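At F5, the GCs of the 15 mg bic group had a log2 fold change below 0 against NC for 33 of the 38 GAL-SPGs read from Fig. 3C, with a median of -0.71, but edgeR called 0 of them (4 at an unadjusted p under 0.05, 2 by DESeq2, 1 by limma-voom). The 100 mg mes group was below NC for 30 of 38, with a median of -0.27 and 0 calls by edgeR (6 unadjusted, 1 by DESeq2, 0 by limma-voom). The authors chose these genes as higher at F5 in the NC libraries that are the controls here, which can put them below 0 with no effect of a drug, and in 20 simulations of unchanged groups the genes that NC calls higher at F5 had a median of -0.20, the lowest being -0.22. Those genes were drawn independently, so the range of the simulated medians is too narrow to serve as a limit. Bic was below mes for 31 of 38, with a median of -0.42 and 0 calls by edgeR (6 unadjusted, 3 by DESeq2, 1 by limma-voom), although with the sample weights of limma-voom 19 lay below and 19 above 0. Without bic15 GC F5 replicate 2, 24 of 38 lay below 0 for bic against NC, with a median of -0.27, and 17 of 38 for bic against mes, with a median of 0.10, and edgeR called 0 in each (11 and 11 at an unadjusted p under 0.05). At F1 the mean log2(FPKM + 1) of the 38 genes was not lower in the drug groups, with 4.59 ± 0.02 in the 15 mg bic group (SD, n = 3 libraries from 1 hen), 4.27 ± 0.11 in the 100 mg mes group (n = 3) and 3.69 ± 0.06 in NC (n = 3 libraries from 2 hens). The median for bic against NC was -1.07 without bic15 GC F5 replicate 3, that for bic against mes -0.70 and -0.92 without bic15 GC F5 replicates 1 and 3, and that for mes against NC -0.12 without mes100 GC F5 replicate 1 and -0.17 without NC GC F5 replicate 2. Over all genes edgeR called 0 of 15800 between bic and mes (1072 unadjusted, 348 by DESeq2, 39 by limma-voom). The smallest p-values for bic against NC were those of SLC37A1 (1.13 and 4.12 FPKM, log2 fold change -2.07, standard error 0.37, edgeR adjusted p = 0.363, Benjamini-Hochberg), SVOPL (0.581 and 3.78 FPKM, -2.62, standard error 0.74, adjusted p = 0.513) and SLC6A4 (1.90 and 6.32 FPKM, -1.87, standard error 0.57, adjusted p = 0.513). For mes against NC they were those of STARD4 (-1.50, standard error 0.44, edgeR adjusted p = 0.288, Benjamini-Hochberg), SLC25A29 (-1.01, standard error 0.34, adjusted p = 0.292) and KCNJ12 (1.10, standard error 0.39, adjusted p = 0.301). For bic against mes they were those of SLC37A1 (-2.19, standard error 0.31, edgeR adjusted p = 0.482, Benjamini-Hochberg), KCNJ12 (-2.69, standard error 0.42, adjusted p = 0.482) and SLC16A5 (-2.24, standard error 0.53, adjusted p = 0.611). The GSEA of Fig. 6C was not repeated, since the names of its genes were read from a picture. Gene sets called in other libraries of the series were tested in its place with camera, adjusted by Benjamini-Hochberg over 5 tests. The genes that NC calls higher at F5 than at 6 mm with a log2 fold change of at least 1.5, 381 of them tested, had a median of -0.77 for bic against mes (camera adjusted p = 1.22e-09, 82.9% below 0). The 638 tested genes called higher at F5 than at 6 mm with mes, also with a log2 fold change of at least 1.5, had a median of -0.73 for bic against NC (camera adjusted p = 3.07e-08, 74.6% below 0). Neither call held under fry or with an estimated correlation between genes. Without bic15 GC F5 replicate 2 the median for bic against mes was -0.03 and did not pass, and that for bic against NC was -0.16.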

The results showed that, compared with the normal group, inhibition of ARs (15 mg bic group) significantly down-regulated the expression of GAL-SPGs (Figure 6C, top of the graphic), agitation of ARs (100 mg mes group) had no significant effect on the expression of the GAL-SPGs (Figure 6C, middle of the graphic), and the GAL-SPGs were significantly down-regulated in the 15 mg bic group compared with the 100 mg mes group (Figure 6C, bottom of the graphic), suggesting that inhibition of ARs may down-regulate the expression of GAL-SPGs. To verify this hypothesis, AR was knocked down in the chicken poGCs cultured *in vitro*, and the expression of GAL-SPGs was examined (Supplementary Tables S1, S9). The results showed that knockdown of AR (Supplementary Figure S9A) significantly promoted the proliferation of GCs (Supplementary Figure S9B), which was consistent with the inhibition of AR inducing an increase in the number of GLs at the F5 stage in the *in vivo* experiment (Figure 5D, middle of the graphic, marked with green dotted lines). Compared with the normal group, 43.59% (Bahr et al., 1983) of GAL-SPGs were significantly down-regulated in AR-kd poGCs, whereas only one GAL-SPG was significantly up-regulated in AR-kd poGCs (Figure 6D). The GSEA results showed that GAL-SPGs were significantly down-regulated in AR-kd poGCs compared with the normal group (Figure 6E). These results indicate that knockdown of ARs significantly down-regulates the expression of GAL-SPGs. Thus, inhibition of ARs significantly reduces the expression of GAL-SPGs, which in turn prevents follicular selection.

### The AR Super-Enhancer Genomic Region in Chicken poGCs Is Specific to Birds

To characterize the genomic region of AR super-enhancers in chicken poGCs across species, we compared genomic regions homologous to chicken AR super-enhancers across species based on multiple sequence alignment results from the UCSC Genome Browser. In the multiple sequence alignment results of 77 vertebrate genomes (with the chicken genome as referenced), the AR super-enhancer region-specific to chicken poGCs is remarkably conserved in the bird genome, and the corresponding homologous fragments of other species contain a large number of deletions (Figure 7A). Genomic sequence divergence may alter transcription factor binding sites in super-enhancer regions; therefore, candidate TFs screened by chicken poGC super-enhancers were used to explore their binding profile in genomic regions homologous to the chicken AR super-enhancer in 77 species (Figure 7B). These TFs were heavily bound in the AR super-enhancer homologous region of birds, partially bound to the AR super-enhancer homologous region of reptiles, and barely bound to the AR super-enhancer homologous region of other species. Moreover, we explored the gap distribution in genomic regions homologous to chicken poGC super-enhancers across 77 species and found that the homologous regions of all species except birds and reptiles (mammals, amphibians, and fish) contained many gaps (Figure 7C), implying that the whole super-enhancer regions in chicken GCs are generally bird-specific.

**FIGURE 7:**
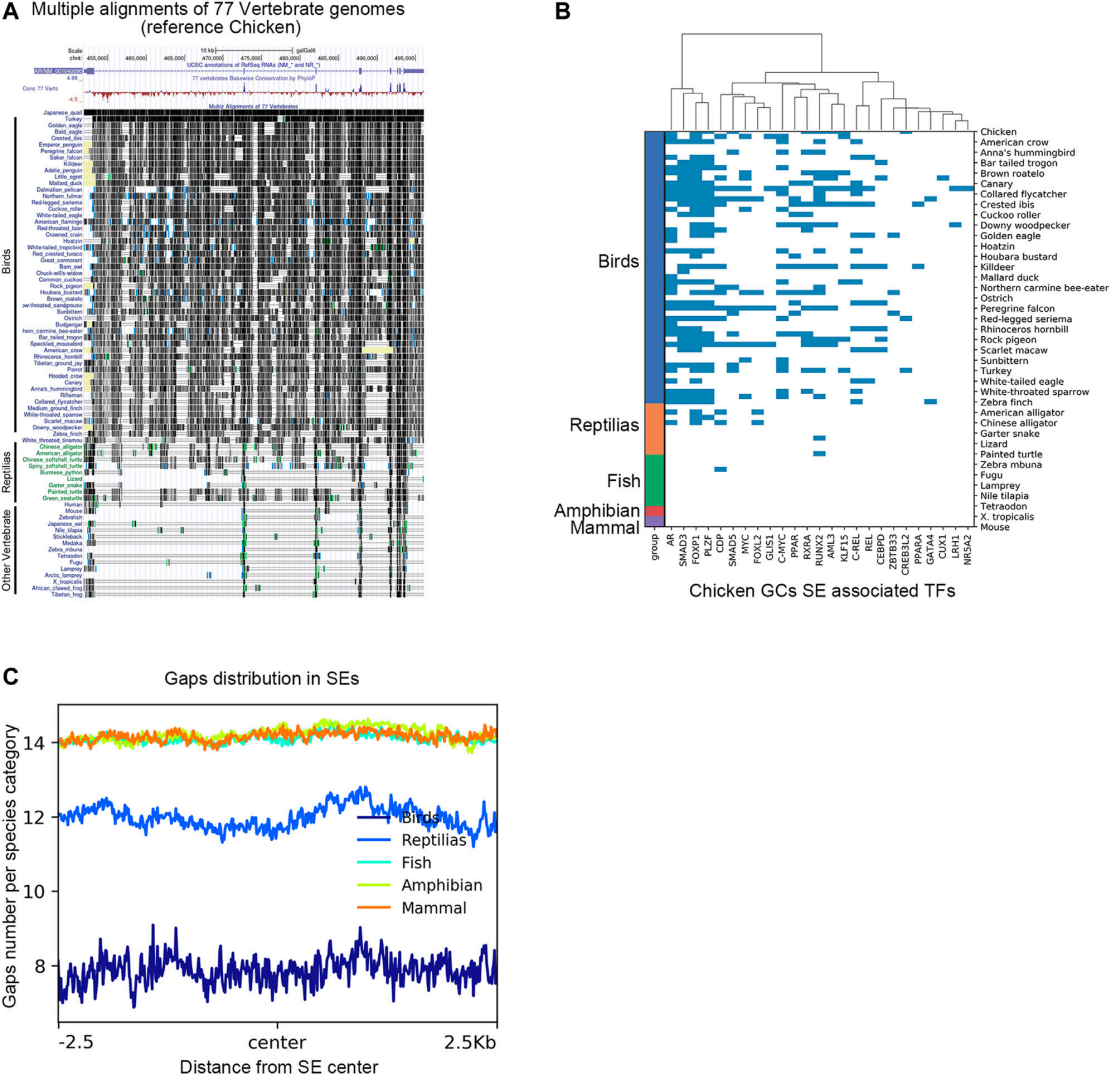
The AR super-enhancer genomic region in chicken poGCs is specific to birds. **(A)** Multiple alignments of the 77 vertebrate genomes in the UCSC Genome Browser at the AR locus using chickens as a reference. **(B)** Binding profile of candidate TFs screened by chicken poGC super-enhancers in genomic regions homologous to the chicken AR super-enhancer in 77 species. **(C)** Gaps distribution in genomic regions homologous to chicken poGC super-enhancers across 77 species.

## Discussion

In this study, we matched the correspondence of follicle development stages among chickens, humans, and cows and compared the similarities and differences in follicular development-related genes and related biological processes among species (Table 1), and on this basis identified chicken-specific follicle development-related genes. The comparison of core transcriptional regulators in GCs among species revealed that AR was a core transcriptional regulator specific to chicken GCs. Inhibition of AR in both *in vivo* and *in vitro* experiments significantly down-regulated GAL-SPGs and results in abnormal follicle selection. Therefore, AR can regulate follicle selection through GAL-SPGs.

**TABLE 1:** Similarities and differences of GC and TC among species.

Item	Similarities	Differences
Sex hormone genes	The expression trends of androgen receptors in both GCs and TCs of chicken follicles were opposite to those in human and bovine	
Genes related to follicle development	Follicle development-related genes in both chicken follicle GCs and TCs are specific among species	
Distribution of genes related to follicle development		Follicle development-related genes were mainly expressed in GCs compared to TCs
Biological processes related to follicular development	1. Biological processes related to cell proliferation and differentiation predominate in both GCs and TCs before follicle selection	1. In TCs before follicle selection, the chicken-specific biological processes associated with follicle development are mainly associated with mitosis
	2. Biological processes related to signal transduction, substance transport and tissue development predominate in both GCs and TCs after follicle selection	2. In GCs after follicle selection, the chicken-specific biological processes associated with follicle development mainly include substance transport and hormone signaling
		3. In TCs after follicle selection, the chicken-specific biological processes associated with follicle development are mainly signal transduction, which includes BMP and SMAD signalling pathways important for follicle development

### Biological Processes Associated With Follicle Development Specific to Chickens

Our results showed that the genes and biological processes associated with follicle development at each stage are more species-specific (Figures 2A, 3A), where chicken-specific biological processes are distinct before and after follicle selection (selected and differentiated stages) (Supplementary Table S4 with sheet name “BPs specific to chickens”). The biological processes specific to chickens in TCs at the selected stage are mainly associated with mitosis (Supplementary Table S4 with sheet name “BPs specific to chickens”), suggesting that, unlike mammals, TCs may also proliferate rapidly in chickens during follicle development, allowing the follicle to protrude outside the ovarian stroma, resulting in the unique mulberry-like structure of the chicken ovary. The biological processes specific to chickens in GCs at the differentiated stage are mainly associated with substance transport and hormone-related signalling pathways (Supplementary Table S4 with sheet name “BPs specific to chickens”), suggesting that after follicle selection, chicken GCs maybe influenced by hormones activating more substance transport processes to accumulate more yolk material. The biological processes specific to chickens in TCs at the differentiated stage are mainly associated with signal transduction (Supplementary Table S4 with sheet name “BPs specific to chickens”), which contain BMP- and SMAD-associated signalling pathways important for follicle development (Sánchez and Smitz, 2012), indicating that some biological processes important for follicle development in mammalian GCs and oocytes occur in chicken TCs. The genes CYP19A1 and ESR2, which are important for follicle development, are also expressed in chicken TCs (Wang and Gong, 2017), suggesting the important role of chicken TCs in follicle development.

### The Potential Role of GAL-SPGs in Chicken Follicle Development

We identified chicken-specific follicle development-related candidate genes (GAL-candSPGs) in GCs at the differentiation stage (diffGCs) and in TCs at the differentiation stage (diffTCs) based on genes in galBPs-diffGCs and galBPs-diffTCs (Figure 3B; Supplementary Figure S3A bottom of the graphic). As only the GAL-candSPGs and their associated biological processes in diffGCs were specific to chickens, the GAL-candSPGs in diffGCs were identified as GAL-SPGs.

GAL-SPGs were mainly enriched in transport-related biological functions, which contain a large number of transmembrane transport proteins, such as the solute carrier (SLC) family and potassium channel (KCN) family (Supplementary Figure S4D). A previous study in mice showed that oocytes promoted the uptake of l-alanine and l-histidine by CGCs by elevating the expression level of Slc38a3 in CGCs, which in turn promoted oocyte maturation, suggesting that the transport process of substances involved in transmembrane proteins maybe important for oocyte maturation (Eppig et al., 2005). During follicle development, the size of preovulatory follicles in chickens vary dramatically, growing from 9 to 30 mm in 7 days (Lovell et al., 2003), whereas human follicles take 10 days to grow from 10 to 20 mm (Gougeon, 1986), suggesting that GAL-SPGs maybe responsible for the rapid accumulation of yolk material in chicken follicles after selection. 

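Between F5 and F1 of NC, edgeR called 25 of the 38 GAL-SPGs in GCs, a comparison added after the data were seen, with 11 higher at F1 and 14 lower. The log2 fold change from F5 to F1 had a median of -0.65, was below 0 for 24 of 38 genes and ranged from -4.10 to 4.06. Against 6 mm, 21 of 37 tested genes were called at F1, all of them higher, with a median of 2.22, while 8 of the 37 lay below 0, the lowest at -2.285. SLC25A29 had the smallest p between F5 and F1, with 137 FPKM at F5 and 15.9 at F1 (log2 fold change -2.63, standard error 0.25, edgeR adjusted p = 0.000382, Benjamini-Hochberg), followed by SVOPL with 3.78 and 30.6 FPKM (3.43, standard error 0.33, adjusted p = 0.000410) and SERTAD2 with 11.1 and 29.5 FPKM (1.84, standard error 0.18, adjusted p = 0.000421). The mean log2(FPKM + 1) of the 38 genes in NC GCs at F1 was 3.69 ± 0.06 (SD, n = 3 libraries from 2 hens), between the levels at 6 mm and F5. With all GC libraries in the same fit 18 genes were called between F5 and F1, 5 of them higher at F1.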

We therefore hypothesized that the expression of GAL-SPGs increases dramatically in selected follicles during chicken follicle development (Supplementary Figures S4A–C) and is maintained in preovulatory follicles, thereby promoting oocyte maturation and yolk material accumulation, allowing unselected follicles to enter the preovulatory stage and gradually mature.

### The Role of AR in Chicken Follicle Development

A study in mice has shown that knocking out AR results in reduced numbers of healthy follicles and reduced pup production in mice with high fecundity (24–32 weeks) (Shiina et al., 2006). Low doses of androgens (DHT, dihydrotestosterone) can enhance ovulation in mice, whereas high doses of androgens cause polycystic follicle syndrome (Sen et al., 2014; Caldwell et al., 2017). In our study, inhibition of AR significantly reduced the number of selected follicles (6–8 mm) in chickens and terminated ovulation, whereas agitation of AR caused symptoms similar to polycystic follicle syndrome (Figure 5), suggesting that AR is important for follicle development in both oviparous and viviparous animals. A comparison of core transcriptional regulators of GCs among species showed that AR is a core transcriptional regulator specific to chicken GCs (Figure 4) and that androgen and its receptor content tended to increase during follicular development in chickens (Supplementary Figure S1), whereas it tended to decrease in humans (Kristensen et al., 2017), suggesting that the role of AR in follicular development in chickens may differ from that in mammals. The results of AR inhibition in both *in vivo* and *in vitro* experiments indicated that inhibition of androgen receptors significantly down-regulates GAL-SPGs and inhibits follicle selection processes (Figure 6), suggesting that AR may affect follicle selection by regulating these follicle development-related genes specific to chickens. Thus, AR may promote the expression of chicken-specific transmembrane proteins by elevating GAL-SPGs, which in turn promote the accumulation of yolk material and oocyte maturation, facilitating follicle selection. Research in polycystic follicular syndrome has found that neuroendocrine androgen action is a key extra ovarian mediator in the development of polycystic ovary syndrome (Caldwell et al., 2017), and the role of extra ovarian AR in follicle development cannot be ignored.

### The Role of AR in Follicle Selection Maybe Widespread in Birds

A previous study showed that different phenotypes between species are associated with genomic divergence in species-specific noncoding regulatory elements (Han et al., 2018). The chicken AR super-enhancer was established in avian-specific genomic regions and the binding pattern of the chicken AR super-enhancer to core transcription factors was also bird-specific, suggesting that the specific role of AR in follicle selection maybe widespread in birds. In evolution, the transition from oviparity to viviparity was accompanied by an increase in ESR2 expression (Gao et al., 2019). Our study suggests that the role of AR in the transition from oviparity to viviparity should be considered.

## Conclusion

In conclusion, inhibition of chicken AR down-regulates the expression of GAL-SPGs, which in turn prevents follicle selection. Thus, AR regulates follicle selection through a set of chicken-specific follicle development-related genes, in which changes in the expression of GAL-SPGs may affect the expression levels of transmembrane transporter proteins that are responsible for the accumulation of yolk material during chicken follicle selection. Our findings suggest that AR is important for follicle development in chickens and can explain the phenomenon of differential hormone content between chickens and mammals during follicle development, providing a new perspective to understand the process of follicle development in chickens. Our research suggests that androgens can be used in practice to control the egg-laying process, e.g. by adding androgens in small amounts to stabilise high egg production rates in chickens. Based on our study, researchers can further explore a range of issues such as the loci in the chicken-specific AR super-enhancer associated with chicken egg-laying traits, the transcriptional regulatory complexes bound at the chicken-specific AR super-enhancer, and the specific functions of the chicken-specific follicle development-related genes.

## Materials and Methods

### Animals and Treatments

The experiments performed in this research were approved by the Ethics Committee of Huazhong Agricultural University. All experimental hens (35–40 weeks of age) were obtained from Hubei *Xintianmu* Agricultural Science and Technology Development Co. Ltd. (*Hubei*, China). For the androgen receptor-related drug experiment, chickens were randomly divided into seven groups (10 birds/group). The androgen receptor antagonist-treated groups (three groups) were fed 5, 10, and 15 mg of bicalutamide (AbMole, M1960); the androgen agonist-treated groups (three groups) were fed 1, 10, and 100 mg of mestanolone (AbMole, M3748); and the blank group (one group) was fed water as a control. All drugs were fed for 4 days, and follicles were collected after 1 day of drug withdrawal. All hens were freely fed and watered.

The binom_test function of Scipy (v1.3.1) was used to perform a binomial test to determine whether there was a significant difference in the number of eggs laid in each group before and after drug feeding. The parameter p of binom_test is the mean egg-laying rate for each group before feeding (14 days), alternative = “less”. *p* ≤ 0.05 was considered significant.

### Labelling of Preovulatory Follicles

The hierarchy of preovulatory follicles was labelled according to a previously described method (Johnson, 2015). Follicles larger than 9 mm with visible vascular structures are defined as preovulatory follicles. The average number of preovulatory follicles in chickens is 5 to 6; therefore, they are generally labelled F5/F6-F1 in descending order of follicle size. In this study, the number of follicles before ovulation in chickens was more than 6 due to the influence of AR drugs; therefore, after labelling follicles as described above, all unlabelled follicles were labelled F1.

### Hormone Radioimmunoassay

The testosterone content of the chicken follicle wall and follicular fluid was determined according to a previously described experimental method (Li et al., 2019).

### Isolation of Chicken Follicular Granulosa Cells and Theca Cells

Granulosa and theca cells were isolated from fresh follicular tissue of hens according to a previously described experimental method (Gilbert et al., 1977; Jing et al., 2018).

### Follicular Granulosa Cell Culture and Treatment

Establishment of a granulosa cell culture and siRNA-mediated knockdown of the androgen receptor in granulosa cells were performed according to previously described methods (Luo et al., 2020). The target sequence of AR-siRNA is GGT​TGG​AGA​TCT​TTC​ACT​A.

### Chromatin Immunoprecipitation (ChIP) of Chicken Follicle Granulosa Cells and Library Preparation

According to a previous description (Wang et al., 2019), ChIP experiments with histone-modified H3K27ac (Abcam, ab4729) were performed in pre-hierarchical and preovulatory granulosa cells were cultured for 8 h, and ChIP DNA libraries were constructed. The ChIP DNA library was sent to Novogene Co., Ltd. (Beijing, China) for paired-end 150 bp sequencing on the Illumina Nova platform.

### RNA Library Construction and Sequencing of Chicken Follicle Granulosa and Theca Cells

Tissues from follicular granulosa and theca cell layers from hens (three biological replicates) of blank (NC), 15 mg bicalutamide (bic 15 mg), and 100 mg mestanolone (mes 100 mg) were sent to Novogene Co., Ltd. (Beijing, China) for RNA extraction, library construction, and sequencing. All samples underwent paired-end 150 bp sequencing on the Illumina Nova platform.

### Follicular Histology Assessment

Follicular tissues were fixed with 4% paraformaldehyde and embedded in paraffin, and 5-μm sections were cut out for haematoxylin and eosin staining.

### Data Processing

See Supplementary File S1.

### General Statistics and Plots

Unless otherwise stated, all multiple comparisons were first performed with one-way ANOVA by using the aov function in R software. Significantly different data were then subjected to multiple comparisons using the LSD.test function of agricolae (v1.3.3) and marked with an alphabetical symbol for significant differences, with *p* ≤ 0.05 considered significant. All logarithmic scaling of data was performed using the log2 function of Numpy (v1.18.1) in Python (v3.7). All data normalization (Z-normalization, polar normalization) was performed using StandardScaler and MinMaxScaler from scikit-learn (v0.20.3). All mapping was performed using the Matplotlib (v3.1.1) and Seaborn (v0.9.0) libraries in Python (v3.7). Transcriptional regulatory network diagrams were drawn using bundle_graph from HoloViews (v1.12.7).

## Data Availability

ChIP-seq and RNA-Seq data produced in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE163891. The in-house scripts used in this research are freely available for download from GitHub (https://github.com/yingHH/in-house_scripts_for_paper-20201228) or Gitee (https://gitee.com/github-HY/in-house_scripts_for_paper-20201228).

# Supplementary material for: Comparative Analysis Among Different Species Reveals That the Androgen Receptor Regulates Chicken Follicle Selection Through Species-Specific Genes Related to Follicle Development
**Source:** Front Genet. 2022 Jan 3;12:752976. doi: 10.3389/fgene.2021.752976
**Supplement:** Supplementary file 18

**Supplementary Information for**

Comparative analysis among different species reveals that the androgen receptor regulates chicken follicle selection through species-specific genes related to follicle development

Running title: Effect of AR on Chicken Follicular Development.

Ying Huang^a^, Wei Luo^a,b^, Xuliang Luo^a^, Xiaohui Wu^a^, Jinqiu Li^a,c^, Yan Sun^a^, Shuixin Tang^a^, Jianhua Cao^a^, and Yanzhang Gong^a, *^

*

*

*

Methods

**RNA-Seq Data Processing**

The RNA-Seq raw data (FASTQ) were processed according to the standard procedure below unless otherwise stated. Cutadapt (v1.14) (1) was used to remove adapters and low-quality sequences from all raw data. The obtained clean reads were aligned to the reference genome using HISAT2 (v2.1.0) (2) with default parameters. Samtools (v1.7) (3) rmdup was used to remove the redundant sequences after alignment and Stringtie (v1.3.4d) (4) was used to calculate gene expression (reads count and FPKM). Human reference genome: GRCh38 (NCBI). Mouse reference genome: GRCm38 (Ensembl). Bovine reference genome: ARS-UCD1.2 (NCBI). Chicken reference genome: Gallus_gallus-5.0 (Ensembl).

In the correspondence of follicular developmental stages among species, we downloaded from public databases: (i) RNA-Seq raw data of GCs and TCs at the follicular development of bovine selection, differentiation, and preovulation (GSE34317) (5). (ii) scRNA-Seq gene expression (FPKM) data for human primordial, primary, secondary, antral, and preovulatory follicular developmental stages of GCs (GSE107746) (6). (iii) scRNA-Seq gene expression (reads count) data (GSE118127) for human pre-selected and selected follicular developmental stages of cumulus granulosa cells (CGCs), mural granulosa cells (MGCs), and theca cells (7). The data were converted into FPKM using an in-house script.

For the comparison of differential genes among stages of follicular development, to obtain the gene expression (reads count) of human preovulatory follicular GCs, we downloaded their scRNA-Seq raw data (GSE107746) and calculated the gene expression according to standard procedures.

The RNA-Seq data of small yellow follicles with high and low FSHR was download from GEO with access number GSE100673 (8).

**Correspondence of follicular developmental stages among species**

Using the gene expression data (FPKM) of GCs and TCs at each follicle development stage among species (human, bovine, chicken), the homologous gene expression matrix was constructed based on the NCBI HomoloGene database (https://ftp.ncbi.nih.gov/pub/HomoloGene/current/). Interspecies genes with the same name were also considered as homologous genes. Homologous genes expressed in at least one sample (FPKM ≥ 1) were retained. The Combat function of the sva (v3.30.1) R package (9) was used to remove the batch effect from different sample sources in the homologous gene expression matrix. The mean value of homologous gene expression for all samples at each follicular developmental stage was used to represent the homologous gene expression at that stage. Logarithmic scaling and z-score normalization of homologous gene expression by each stage of follicular development in each species. Finally, based on the normalized homologous gene expression data, hierarchical clustering (ward method) was performed for each stage of follicular development in each species.

The above method is also used to correspond to the stage of follicle development in human, rat, and chicken polycystic follicle syndrome.

To correspond more precisely to the developmental stages before and after follicular selection, we performed a dynamic time warping (DTW) analysis using the R package dtw (v1.20.1) (10) according to a previous study (11). The input distance matrix is based on the logarithmically scaled FPKM expression matrix computed with the dist function (method='dtw') of the R package proxy (v0.4.22). The parameters of the R package dtw are set to: keep = TRUE.

**Identification of Differentially Expressed Genes and GO Analysis**

In the comparison of follicle development-related genes across species, the gene differential expression was calculated based on reads count using DESeq2 (v1.22.2) (12). Genes with FPKM≥1, abs(logFC)≥1.5, and padj≤0.05 were defined as differentially expressed genes.

In the identification of genes related to follicular developmental stages in each species, genes differentially highly expressed at the respective follicular developmental stage compared to the selection stage were defined as related differentially expressed genes at the corresponding stage, and genes differentially highly expressed at the selection stage compared to the pre-ovulatory stage were defined as related differentially expressed genes at the selection stage (Table 1). Subsequently, Panther (http://pantherdb.org/) was used to enrich for the biological processes (GO biological process complete) and A-DaGO-Fun (v15.1) (13) was used to calculate GO semantic similarity. Finally, hierarchical clustering was done. In the hierarchical clustering tree structure, branches with distances less than 6 from each other were divided into clusters, resulting in a total of 42 clusters of semantically similar GO terms. After manual proofreading and labeling of the names, 35 clusters of biological processes were obtained.

**ChIP-Seq Data Processing**

ChIP-Seq raw data (FASTQ) was processed according to the following standard procedure unless otherwise stated. Cutadapt (v1.14) was used to remove adapters and low-quality sequences from raw data, and clean reads were aligned to the reference genome using Bowtie2 (v2.3.4.1) (14) with default parameters. Samtools (v1.7) rmdup was used to remove redundant sequences from the BAM files after alignment for subsequent analysis. We downloaded ChIP-Seq data of H3K27ac of mouse follicular granulosa cells (GSE115820) and human ovarian tissues (ENCFF052RXC, ENCFF282TNP) from public databases (15, 16). The human ovarian ChIP-Seq data are BAM files.

**Identification of Super-enhancers and Analysis of Their Associated Regulatory Networks**

MACS2 (v2.1.1.20160309) (17) was used for peak calling with parameters -B -p 1e-9, where chicken genome size is set to 1.2e9. Subsequently, the super-enhancers were identified using ROSE (v0.1) (18) with the default parameters, and the core transcriptional regulatory circuits (CRCs) were identified with CRCmapper (v1.0) (19). In the use of CRCmapper, genes with FPKM ≥ 1 were considered to be expressed genes and the chicken transcription factor database is derived from AnimalTFDB (v3.0) (20). All candidate CRCs were retained.

According to the previously described method (19), we constructed a transcriptional regulatory network based on super-enhancers. Super-enhancers, super-enhancer-associated genes, and their encoding proteins (transcription factors or non-transcription factors) were together considered to be a node in the transcriptional regulatory network. The node-to-node regulation depended on the prediction of transcription factor binding to super-enhancers. The closeness centrality (in), closeness centrality (out), and edge betweenness centrality of the transcriptional regulatory network were calculated using the closeness_centrality and edge_betweenness_centrality functions of networkx (v2.5), respectively.

**GSEA Analysis**

We used the genes included in the biological processes related to follicle development or super-enhancer associated genes as gene sets, and the gene expression data of GCs and TCs of corresponding species and follicle development stages as expression matrices (FPKM). The gene enrichment analysis was performed on GSEA (v3.0) software (21).

**Multiple Alignments Analysis**

All multiple alignments results were download from UCSC genome browser. The genomic regions homologous to the chicken AR super-enhancer or chicken poGCs super-enhancers across 77 species were extracted by in house scripts. The binding sites of candidate TFs screened by the chicken poGCs super-enhancers were calculated by fimo (v5.0.3) software (22). The gaps distribution was calculated by deeptools (v3.0.2) software (23).

**SI References**

1. Martin M. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnetjournal. 2011;17(1):3.

2. Kim D, Paggi JM, Park C, Bennett C, Salzberg SL. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol. 2019;37(8):907-15.

3. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, et al. The Sequence Alignment/Map format and SAMtools. Bioinformatics. 2009;25(16):2078-9.

4. Pertea M, Kim D, Pertea GM, Leek JT, Salzberg SL. Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. Nat Protoc. 2016;11(9):1650-67.

5. Walsh SW, Mehta JP, McGettigan PA, Browne JA, Forde N, Alibrahim RM, et al. Effect of the metabolic environment at key stages of follicle development in cattle: focus on steroid biosynthesis. Physiol Genomics. 2012;44(9):504-17.

6. Zhang Y, Yan Z, Qin Q, Nisenblat V, Chang HM, Yu Y, et al. Transcriptome Landscape of Human Folliculogenesis Reveals Oocyte and Granulosa Cell Interactions. Mol Cell. 2018;72(6):1021-34 e4.

7. Fan X, Bialecka M, Moustakas I, Lam E, Torrens-Juaneda V, Borggreven NV, et al. Single-cell reconstruction of follicular remodeling in the human adult ovary. Nat Commun. 2019;10(1):3164.

8. Wang Y, Chen Q, Liu Z, Guo X, Du Y, Yuan Z, et al. Transcriptome Analysis on Single Small Yellow Follicles Reveals That Wnt4 Is Involved in Chicken Follicle Selection. Frontiers in Endocrinology. 2017;8(317).

9. Johnson WE, Li C, Rabinovic A. Adjusting batch effects in microarray expression data using empirical Bayes methods. Biostatistics. 2007;8(1):118-27.

10. Giorgino T. Computing and Visualizing Dynamic Time Warping Alignments in R: The dtw Package. Journal of Statistical Software. 2009;31(7):24.

11. Cardoso-Moreira M, Halbert J, Valloton D, Velten B, Chen C, Shao Y, et al. Gene expression across mammalian organ development. Nature. 2019;571(7766):505-9.

12. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550.

13. Mazandu GK, Chimusa ER, Mbiyavanga M, Mulder NJ. A-DaGO-Fun: an adaptable Gene Ontology semantic similarity-based functional analysis tool. Bioinformatics. 2016;32(3):477-9.

14. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. Nat Methods. 2012;9(4):357-9.

15. Consortium EP. An integrated encyclopedia of DNA elements in the human genome. Nature. 2012;489(7414):57-74.

16. Davis CA, Hitz BC, Sloan CA, Chan ET, Davidson JM, Gabdank I, et al. The Encyclopedia of DNA elements (ENCODE): data portal update. Nucleic Acids Res. 2018;46(D1):D794-D801.

17. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based analysis of ChIP-Seq (MACS). Genome Biol. 2008;9(9):R137.

18. Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, et al. Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell. 2013;153(2):307-19.

19. Saint-Andre V, Federation AJ, Lin CY, Abraham BJ, Reddy J, Lee TI, et al. Models of human core transcriptional regulatory circuitries. Genome Res. 2016;26(3):385-96.

20. Hu H, Miao YR, Jia LH, Yu QY, Zhang Q, Guo AY. AnimalTFDB 3.0: a comprehensive resource for annotation and prediction of animal transcription factors. Nucleic Acids Res. 2019;47(D1):D33-D8.

21. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. 2005;102(43):15545-50.

22. Grant CE, Bailey TL, Noble WS. FIMO: scanning for occurrences of a given motif. Bioinformatics. 2011;27(7):1017-8.

23. Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS, et al. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res. 2016;44(W1):W160-5.

How the deposited data were processed for this re-analysis (not part of the article)

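RNA from granulosa and theca cell layers of syf 6 mm, F5 and F1 follicles was sequenced in NC hens, hens fed 15 mg bic and hens fed 100 mg mes. This gave 18 groups of 3 libraries, 54 in all, 27 of GCs and 27 of TCs. The authors removed adapters and low-quality sequence with Cutadapt 1.14, aligned the 150 bp read pairs with HISAT2 2.1.0, removed duplicates with Samtools 1.7 and quantified genes with StringTie 1.3.4d. The deposited table holds the count of reads per gene that the authors derived from StringTie's coverage, with no further normalization. The deposited files of each library hold other values of StringTie, its coverage, FPKM and TPM per transcript, and the authors' FPKM of a gene was taken as the sum over its transcripts. In 54 of 54 libraries the count was checked to equal coverage times length divided by 75, rounded up. The FPKM sums were checked against Supplementary Table S9, where 54943 of 54943 values for 1169 genes in 47 libraries differed by less than 0.1%. Total counts ran from 33513156 to 65054906 per library with a median of 46896540, and duplicates made up a fraction of 0.256 to 0.447 of the reads. Genes without a symbol, 4328 of them, held at most 0.612% of the counts of a library.

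Counts were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM factors and its low-count filter, and the standard error of a log2 fold change is its absolute value divided by the square root of F. Adjusted p-values are by the Benjamini-Hochberg method over all genes of a comparison. The threshold was an adjusted p of at most 0.05 and a mean FPKM of at least 1 in a compared group, with an absolute log2 fold change of at least 1.5 added between NC stages. The interactions ask whether the change from 6 mm to F5 differs between treatments. Gene sets were tested with camera of limma 3.58.1, with a correlation between genes of 0.01, on log2 CPM with a prior count of 2. Stage similarity is the Spearman correlation of log2(FPKM + 1), computed with pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15, and the figure was drawn with matplotlib 3.10.9. In 10 simulated data sets per comparison, with the spread of the NC GCs at F5 and 6 mm over 16279 genes, edgeR called 42.3% of genes changed by a log2 of 2 and 77.8% of those changed by 3. For the TCs at these stages it called 83.35% and 95.9% over 16554 genes, for bic against NC in GCs 1.42% and 18.4% at F5 (15494 genes) and 89.8% and 96.05% at F1 (14850 genes), and for mes against NC in GCs at F5 72.25% and 92.0% (15512 genes). The shares at F1 are overstated, since their spread comes from 3 libraries of 1 bic hen and 3 of 2 NC hens counted as separate replicates. In single data sets of bic against NC at F5 the share for a log2 of 3 ran from 7.84% to 28.7%. The weights of limma-voom are fitted in steps and depend slightly on the order of the libraries, so its counts can move with that order. Camera gave an unadjusted p under 0.05 in 0 of 20 simulated sets without a shift and in 20 of 20 with a shift of 1. These sets were random genes drawn independently, so they do not test camera where genes vary together.

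The genes named were fixed by a rule: CYP19A1, ESR2, FSHR and SLC38A3 from the text, INHBA, LHCGR and STAR from Fig. 3B, the 3 GAL-SPGs with the smallest p in each GC comparison of F5, the 5 genes with the largest change in each comparison of treatments in GCs at F5, which named none because no gene passed, and marker genes of cell types. The results of 1 further gene of the rule are not reported here, although its tests are counted in the adjustment over named genes. Part of Supplementary Table S9, 1169 genes, had been seen before the rule was written. The comparisons, thresholds, tests, marker lists and the first set of alternatives were fixed before the data were examined. The marker lists held 10 theca, 6 granulosa, 9 blood, 6 oocyte and 5 leukocyte genes, of which 10, 5, 3, 6 and 3 had a single locus in the table. A list was reported where its mean FPKM in a treated library was over 10 times that in the highest NC library of the same cell type and stage. This rule misses a library where an NC library holds the same RNA of another cell type. It passed over bic15 GC 6 mm replicate 1 (theca list 202 FPKM, NC up to 260). It also passed over bic15 TC F5 replicate 1 (granulosa list 222 FPKM, NC up to 206). Stages of a treatment group come from the same numbered hens by Supplementary Table S1, and this pairing was checked by the correlation of residuals over 15623 genes. Its median for the same hen was 0.137 over 18 comparisons of stages and 0.110 over 9 of cell types, and all pairs lay above 0.1 in 5 and 1 of them. Between treatments libraries share only a number.

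Alternatives were RLE size factors, DESeq2 1.42.0, limma-voom with sample quality weights, no low-count filter, all libraries of a cell type in the same fit, leaving out each library, the replicate block, the fold threshold added or dropped, libraries of a hen summed, fry, camera with an estimated correlation, sets chosen without the fold threshold, an FPKM pseudocount of 0.1, a filter on FPKM and log2 CPM. Chosen after seeing the data were counts at the sequenced read length of 150 bp, leaving out both replicate 2 GC libraries of bic at F5 and 6 mm, leaving out other pairs, summing hens for gene sets, for genes called in 1 cell type and for drug effects between cell types, the tallies of GAL-SPGs at F1 and the comparison of drug effects between cell types. The human, bovine and mouse data, the ChIP-Seq data, the knockdown and the egg and follicle counts were not analysed here.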

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

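The tests of explanations in this part were chosen after the result was seen, as was the comparison of effects between cell types, while the marker lists and the genes were set earlier. Of the theca, granulosa, blood, oocyte and leukocyte lists, 3 of 10, 5 of 5, 0 of 3, 0 of 6 and 1 of 3 genes had a mean FPKM of at least 1 in NC GCs at F5, and 10, 5, 3, 5 and 2 had one at 6 mm. No gene was on another list or among the GAL-SPGs of Fig. 3C.

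Replicate 2 of the F5 GCs of the 15 mg bic group lies far from its group. Its mean FPKM of the theca list was 1064, against at most 1.29 in NC GCs at F5 (827-fold), that of the blood list 12.5 against 0.411 (30.4-fold) and that of the oocyte list 8.64 against 0.383 (22.5-fold). The leukocyte list was at 261 against 34.6 (7.55-fold) and the granulosa list at 51.4 against 576. Theca cells mixed into the GCs are argued against by INHA, which had 0 counts there and 80397 and 82810 in replicates 1 and 3, so that a floor of 3 counts allows at most 0.00432% of their level. A swap with a TC library of that treatment is argued against, because the 9 TC libraries had a mean Spearman correlation of at most 0.806 with replicates 1 and 3, which had 0.973 with each other. A TC library of a sampled stage under a wrong label is argued against by the oocyte list, 8.64 against at most 0.414 in 27 TC libraries, by DCN (813 FPKM against at most 626) and by CYP17A1 (44.3 against at least 467 in TCs of 6 mm and F5). Depth (43554452 counts, within the range of the other libraries) and a few genes taking most counts (6.10% on the 10 highest) are argued against as well. Tissue from outside the sampled layers may be the source: GDF9 was at 18.2 FPKM, which no value here excludes, although NC GCs of 6 mm reach 23.2 for the oocyte list. A response of hen 2 to bic stays open and was not tested.

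Replicate 2 of the 6 mm GCs of the 15 mg bic group had a blood list mean of 121 FPKM, against at most 4.44 in NC GCs of 6 mm (27.2-fold), and it was nearest to the F1 GCs of that treatment. Blood cells in the sample do not account for the whole pattern, because AMH was at 0.587 FPKM against at least 99.04 in the other 8 GC libraries of 6 mm and at most 0.697 in GCs of F1. A swap with an F1 library of that treatment is argued against, as these had a mean Spearman correlation of at least 0.888 with the F1 GCs of NC and mes and at most 0.807 with their 6 mm GCs, and at most 0.277 FPKM of AMH. A wrong stage label remains possible (0.875 with the nearest group), since a label exchanged with a sample outside the series needs no partner here. This library and the one above come from hen 2, so an effect of the drug or of the animal stays open and was not tested.

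At F1 the effects of the drugs against NC differed between GCs and TCs by a test of the interaction in edgeR, adjusted by Benjamini-Hochberg over 48 tests of named genes. For INHBA with bic the difference of log2 fold changes was 4.90 (standard error 0.89, adjusted p = 0.00583), from 7.21 in GCs and 2.23 in TCs, with all 3 libraries above NC in both. For LHCGR with mes it was 2.90 (standard error 0.76, adjusted p = 0.0453), from 0.62, where all 3 GC libraries lay above NC in FPKM but overlapped in CPM normalized by TMM, and -2.36, where all 3 TC libraries lay below NC. NC TC F1 replicate 1 had 353 FPKM of INHA, so granulosa RNA in it could shift these effects. Without it the differences were 4.49 for INHBA with bic and 1.93 for LHCGR with mes, so it is not the whole cause of them. This library moved other named genes strongly: without it the difference with bic went from -2.27 (standard error 1.96, unadjusted p = 0.274) to -7.99 (standard error 0.21, unadjusted p = 1.735e-11) for STAR and from -0.83 (standard error 0.68, unadjusted p = 0.254) to -1.77 (standard error 0.38, unadjusted p = 0.001135) for LHCGR, and with mes from 5.09 to -0.69 for STAR, neither past 0.05. The tests above count 3 libraries of 1 hen in GCs and of 2 hens in TCs with bic, and 3 of 2 hens in NC GCs. With the libraries of each hen summed, the difference was 4.53 for INHBA with bic (standard error 1.16, adjusted p = 0.174) and 2.80 for LHCGR with mes (standard error 0.86, adjusted p = 0.174), and neither passed, which cannot be told apart from the loss of samples. An effect of the lone bic hen and a difference between cell types in the response to the drugs stay open.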

How the results depend on the processing

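Of the alternatives below, counts at 150 bp, both replicate 2 libraries of bic left out, hens summed for gene sets, for genes called in 1 cell type and for drug effects between cell types, and the GAL-SPG tallies at F1 were chosen after the data were seen. Where a result changed, the cause was not tested unless stated.

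With RLE size factors 92 of 93 results kept their direction and their side of the threshold or stayed within 1.5 times the count, and with no low-count filter 74 of 76, with counts at 150 bp 75 of 75 and with an FPKM pseudocount of 0.1 6 of 6. FSHR between F5 and 6 mm in NC GCs passed 0.05 neither with RLE (1.15) nor without the filter (1.20), and the genes called in both cell types there were 13 without the filter. Leaving out a single library kept 530 of 678 values, with 29 weaker, 4 stronger, 7 reversed and 108 moved.

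With DESeq2 39 of 76 results stayed. It called 1972 genes in GCs and 486 in TCs between F5 and 6 mm in NC and 579 between F1 and F5 in TCs, and 147 between F5 and 6 mm in GCs with bic. For bic against NC it called 39, 336 and in TCs 45, 32 and 998 genes at 6 mm, F5 and F1, GCs at F1 being within 1.5 times, and for mes against NC 2440, 615 and 3596 in GCs and 64, 432 and 264 in TCs. Bic against mes gave 348 and the interactions 409, 343 and 130. For ESR2 it called TCs against GCs at 6 mm (2.11). Of the GAL-SPGs it called 1 between F5 and 6 mm with bic, 2 for bic against NC, 1 for mes against NC, 3 for bic against mes and 3 in the interaction of mes. Between F5 and 6 mm 1830 genes were called in GCs only, 344 in TCs only and 142 in both, and between F1 and F5 272 in TCs only and 307 in both. In 10 simulated data sets with the spread of bic between F5 and 6 mm, 1136 of 2098 DESeq2 calls were unchanged genes. Between F5 and 6 mm in NC they were 869 of 2599 calls in GCs and 624 of 2534 in TCs. For bic against NC in GCs they were 920 of 2369 at F5, 677 of 2627 at F1 and 1044 of 1881 in the interaction. For mes against NC in GCs at F5 they were 620 of 2501. Each simulated data set held 200 changed genes and no fold threshold was used, so these shares hold for that setting only. The larger DESeq2 counts can hold unchanged genes, but their share in the deposited data is not known.

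With limma-voom and sample quality weights 48 of 70 stayed. It called 1822 genes in GCs and 522 in TCs between F5 and 6 mm in NC, 2163 with bic in GCs, 180 and 125 for bic against NC in GCs at F5 and TCs at F1, 1225, 6234 and 4 for mes against NC in GCs at 6 mm and F1 and in TCs at F5, and 39 for bic against mes. GAL-SPGs numbered 18 between F5 and 6 mm with bic and 1 each for bic against NC and bic against mes. Genes between F5 and 6 mm were 1738 in GCs only, 438 in TCs only and 84 in both.

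With all libraries of a cell type in the same fit 45 of 70 stayed. The counts that moved were 614 (NC GCs, F5 against 6 mm), 542 (NC TCs, F1 against F5), 124 and 640 (F5 against 6 mm with bic and mes), 35 and 5547 (bic against NC, GCs at F5 and F1), 1 and 240 (TCs at 6 mm and F1), 2, 1 and 2477 (mes against NC, GCs at 6 mm, F5 and F1), 32 (TCs at F1) and 4 (bic against mes). For mes in TCs edgeR then gave 0 at 6 mm (622 at an unadjusted p under 0.05) and 0 at F5 (1639). Of the GAL-SPGs 1 was called with bic and 16 with mes between F5 and 6 mm, and 587 genes were in GCs only between F5 and 6 mm and 301 in both between F1 and F5.

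With no fold threshold NC gave 7113 (GCs, F1 against 6 mm), 6088 (GCs, F1 against F5), 1262, 3032 and 1024 genes (TCs, F5 against 6 mm, F1 against 6 mm and F1 against F5). Genes in TCs only and in both were 1097 and 165, 1271 and 1761, and 478 and 546 in that order, and 5542 were in GCs only between F1 and F5. With the fold threshold added, mes gave 1374 between F5 and 6 mm, and bic 3210 and mes 852 against NC in GCs at F1. More or fewer genes pass by construction.

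With the libraries of each hen summed, bic against NC gave 199 genes in GCs at F1 (94 higher, 105 lower) and by edgeR 0 in TCs (1333 unadjusted), and mes against NC 0 in GCs at F1 (2639 unadjusted). The lone bic hen in GCs is assumed to vary like the NC hens, and fewer samples enter. The gene sets had medians of -1.10, -0.86 and -0.52 for bic in GCs, mes in GCs and bic in TCs at F1. Bic in GCs is then 1 hen, so only its median is given. The sets of mes in GCs and bic in TCs were still called, but these calls show little. In simulations of unchanged groups against these controls, camera gave an unadjusted p under 0.05 in 8 of 20 (GCs) and 20 of 20 (TCs). The medians themselves lay below the lowest simulated ones, -0.10 in GCs and -0.22 in TCs at F1, although the simulated sets were larger. Genes were drawn independently in the simulations, so their medians spread too little to serve as a limit. In other splits of the unsummed libraries the absolute median reached 0.61 for mes in GCs and 0.23 for bic in TCs. The differences of drug effects between GCs and TCs at F1 were 4.53 for INHBA with bic and 2.80 for LHCGR with mes, and neither passed (adjusted p = 0.174). With both replicate 2 libraries of bic left out, 1883 genes (968 higher, 915 lower) and 21 GAL-SPGs were called between F5 and 6 mm and 14 genes in the interaction against mes.

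With the hen as a replicate block the paired counts that moved were 5 in NC TCs between F5 and 6 mm, 0 by edgeR between F1 and F5 (3242 unadjusted), 2 in the interaction of mes against NC, and 4 in TCs only and 1 in both between F5 and 6 mm, with 0 and 0 between F1 and F5. FSHR between F5 and 6 mm was no longer past 0.05 (1.24), and no other call changed under this block. Between treatments the replicate number pairs nothing (median correlation of residuals 0.00805 over 13 comparisons). As a replicate block it gave, by edgeR, 0 for bic in TCs at 6 mm (473 unadjusted) and F1 (2200), 1 for mes in GCs at 6 mm, and 0 for mes in GCs at F1 (3443), TCs at 6 mm (1189) and TCs at F5 (1686), and the set of bic in TCs at F5 (-0.13) was not called.

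Camera called 12 of 17 set tests, of which 3 were called with an estimated correlation and 4 by fry, while the other 5 were called by neither, the medians being the same by construction. The calls of bic at F1, among those that held, rest on 1 hen in GCs and 2 hens in TCs. Not called under the estimated correlation were bic in GCs at 6 mm (-0.59) and F5 (-1.09), mes in GCs at F5 (-0.31) and F1 (-0.86), mes in TCs at 6 mm (-0.34), bic in TCs at F5 (-0.13), mes in TCs at F1 (-0.20), the differentiated-stage set for bic against mes (-0.77) and the set of mes for bic against NC (-0.73). Fry left out the same ones except mes in GCs at F1. With sets chosen without the fold threshold, the median of bic in TCs at F5 was 0.015 and that of mes in TCs at F1 -0.050, and neither was called. Among the stage correlations, the FPKM filter gave 0.759 (GCs, 6 mm and F1), 0.841 (GCs, F5 and F1), 0.932 (TCs, 6 mm and F1) and 0.953 (TCs, F5 and F1), and log2 CPM gave 0.893 and 0.972 for F5 and F1 in GCs and TCs.

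Leaving out each library in turn, edgeR counts ranged as follows. Between F5 and 6 mm they were 10 to 1831 in NC GCs, 1 to 715 in NC TCs and 2116 to 3891 with mes, with 0 to 29 GAL-SPGs in NC. In NC TCs they were 391 to 1089 between F1 and 6 mm and 0 to 317 between F1 and F5. For bic against NC they were 0 to 3 in GCs at F5, and in TCs 0 to 6 at 6 mm, 0 to 3 at F5 and 4 to 114 at F1. For mes against NC they were 0 to 3771, 0 to 1 and 0 to 4203 in GCs at 6 mm, F5 and F1, and 0 to 10, 0 to 169 and 0 to 1 in TCs. Interactions ranged from 0 to 1 for bic against NC, 0 to 163 for mes against NC, with 0 to 1 GAL-SPGs, and 0 to 1 for bic against mes. Genes in GCs only, TCs only and both were 9 to 1773, 1 to 597 and 0 to 118 between F5 and 6 mm, those in TCs only and both 200 to 485 and 191 to 604 between F1 and 6 mm and 0 to 186 and 0 to 176 between F1 and F5.

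Medians of gene sets ranged from -0.81 to -0.13 for bic in GCs at 6 mm, from -0.13 to 0.13 for bic in TCs at 6 mm, where the values without bic15 TC 6 mm replicates 1 (-0.013) and 3 (-0.038) and NC TC 6 mm replicate 1 (-0.13) were reversed, from -0.56 to 0.088 for mes in TCs at 6 mm, reversed without mes100 TC 6 mm replicate 1, from -0.34 to -0.040 for bic in TCs at F5, from -0.26 to -0.068 for mes in TCs at F1, from -1.10 to -0.026 for the differentiated-stage set of bic against mes, and from -0.088 to 0.010 for SLC and KCN genes of bic against mes, reversed without bic15 GC F5 replicate 2. Stage correlations ranged from 0.822 to 0.846 (GCs, 6 mm and F1), 0.873 to 0.884 (GCs, F5 and F1), 0.957 to 0.967 (TCs, 6 mm and F5) and 0.958 to 0.961 (TCs, F5 and F1).

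ESR2 in TCs against GCs ranged from 1.67 to 3.21 at 6 mm, and from -0.18 to 0.39 at F5, reversed without NC GC F5 replicate 2 (-0.18) and NC TC F5 replicate 1 (-0.06).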

Differences from the paper's values

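Tests chosen after the result was seen are not used in this part, apart from the pair of libraries named at its end. The numbers of genes in GCs only, TCs only and both are matched by the pairs of stages that label the circles of Fig. 2B, while the paper's text gives them by stage and defines them as differentially highly expressed. Here both directions are counted, so the groups are unlike and those here are wider. Some numbers lay within 1.5 times of the paper's. In GCs only they were 4209 against 5006 between F1 and 6 mm and 3282 against 3530 between F1 and F5. Between F1 and 6 mm, 409 stood against 452 in TCs only, and 489 against about 720 in both, read by eye from Fig. 2B. The number in both left that range without most single libraries. The paper gives 2296 genes changed between F5 and 6 mm in GCs only, against 983 here. Of the alternatives set before the data were examined, DESeq2 (1830), limma-voom with sample quality weights (1738) and leaving out NC GC 6 mm replicate 2 (1773) came within 1.5 times of the paper's number, and RLE (961), no filter (796), all libraries in the same fit (587), the hen as a block (816), no fold threshold (1318) and leaving out any other library (9 to 1003) did not. The 1773 rests on NC GC 6 mm replicates 1 and 3, with theca list means of 260 and 206 FPKM, so theca RNA may add to it.

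For TCs only between F5 and 6 mm the paper gives 369, against 223 here. DESeq2 (344), limma-voom (438) and all libraries in the same fit (306) came within 1.5 times, and RLE (230), no filter (193), the hen block (4), no fold threshold (1097) and leaving out any library (1 to 597, the highest without NC TC F5 replicate 1) did not. For TCs only between F1 and F5 the paper gives 282, against 173 here, and DESeq2 (272), limma-voom (205) and the same fit for all libraries (241) came within 1.5 times, while RLE (170), no filter (156), the hen block (0), no fold threshold (478) and leaving out any library (0 to 186) did not.

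Genes changed in both cell types were about 190 between F5 and 6 mm in Fig. 2B, read by eye, against 20 here. DESeq2 (142) and no fold threshold (165) came within 1.5 times, and RLE (19), limma-voom (84), no filter (13), the same fit for all libraries (27), the hen block (1) and leaving out any library (0 to 118) did not. Between F1 and F5 they were about 360 in Fig. 2B, read by eye, against 171 here, where DESeq2 (307) and the same fit for all libraries (301) came within 1.5 times and RLE (172), limma-voom (186), no filter (161), the hen block (0), no fold threshold (546) and leaving out any library (0 to 176) did not.

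The paper states that bic lowers GAL-SPGs at F5 against the normal group and against mes as a set, and its set test was not repeated. Here 33 and 31 of 38 lay below 0, but edgeR called 0 in each comparison (4 and 6 at an unadjusted p under 0.05), and without bic15 GC F5 replicate 2 24 and 17 of 38 lay below 0, with medians of -0.27 and 0.10, so the direction against mes rests on this library. With limma-voom 29 and 19 lay below 0. DESeq2 called 2 and 3 of them, all lower, among them SLC37A1 (-2.06 and -2.17), and limma-voom called 1 in each. The paper reports no significant difference of GAL-SPGs between F5 and 6 mm with bic, where edgeR also called 0 (6 unadjusted), but limma-voom called 18 and DESeq2 1, and edgeR called 21 without both replicate 2 libraries, a setting chosen after seeing the values. The paper cites that ESR2 is expressed in TCs and not in GCs. In the NC libraries ESR2 was at 1.90 ± 1.74, 1.64 ± 0.713 and 0.419 ± 0.130 FPKM (SD, n = 3 libraries) in GCs and 7.99 ± 0.831, 1.81 ± 0.410 and 0.758 ± 0.167 in TCs at 6 mm, F5 and F1. The 1.90 rests on NC GC 6 mm replicate 1, at 3.90 FPKM against 0.806 and 0.982 in replicates 2 and 3. Replicate 1 had a theca list mean of 260 FPKM, so the 1.90 is no measure of ESR2 in GCs free of theca RNA. Replicate 3, however, had a theca list mean of 206 FPKM without a high ESR2. Whether theca RNA is the source of the 3.90 therefore stays open.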

Other observations

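The tests of explanations in this part and the tallies at F1 were chosen after the result was seen, while the comparisons of gene families, CYP19A1 and ESR2 were planned.

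Between F5 and 6 mm in GCs edgeR called 0 genes with bic, 606 at an unadjusted p under 0.05, where DESeq2 called 147 and limma-voom 2163. A candidate explanation is the spread that 2 libraries unlike their groups add: without both, 1883 genes were called, and without any of the other 8 pairs of an F5 and a 6 mm library 0. Why these libraries differ is open, and both come from hen 2, so that a response of this hen to bic was not tested. In NC, leaving out such pairs gave 0 to 3416 genes, and in mes 619 to 3566. The fit with 1883 genes kept bic15 GC 6 mm replicate 1, with a theca list mean of 202 FPKM against 2.09 in replicate 3. Theca RNA may add to those genes.

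Of the 620 genes lower at F5 than at 6 mm in NC GCs, 39.2% were at least 4 times higher in TCs than in GCs of the 100 mg mes group, against 9.22% of all genes with a mean FPKM of at least 1 in that comparison. Of the 734 genes lower at F5 with mes by a log2 fold change of at least 1.5, 18.1% were, against 6.035% of all genes with that FPKM there, so that both shares lie above their background. The theca list mean was 260, 7.74 and 206 FPKM in NC GC 6 mm replicates 1, 2 and 3. Theca RNA in 6 mm libraries may add to these genes. The comparisons of TCs with GCs used means over all stages of the mes group. By these means 262 of the 620 genes were not higher in TCs than in GCs. A gene higher in TCs at 6 mm alone can be among them, so theca RNA is not excluded for the 262. Of the 48 genes higher at F5 than at 6 mm in NC TCs, 22.9% were at least 4 times higher in GCs than in TCs, against 5.15% of all genes with that FPKM, and INHA was at 288 and 601 FPKM in NC TC F5 replicates 2 and 3, so granulosa RNA may add to them. By the means over all stages 31 of the 48 were not higher in GCs than in TCs, which does not exclude granulosa RNA at F5 for them. These 48 genes are also the set whose median in TCs at F5 was -1.10 for mes against NC, so granulosa RNA in the controls may add to that value. A change of expression with stage stays open for all of them.

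With the libraries of each hen summed, 199 genes were called between bic and NC and, by edgeR, 0 between mes and NC in GCs at F1 (2639 unadjusted). Libraries of the same hen counted as separate replicates may add to the 8321 and 1355 genes called otherwise. For bic, at least 7128 genes were called with any single library left out, so the loss of 1 library does not remove the calls. Summing takes away more libraries, as the summed groups hold 1, 3 and 2 hens for bic, mes and NC. For mes, edgeR called 0 genes without NC GC F1 replicate 1 or 2, which leaves 2 NC hens. It also called 0 without mes100 GC F1 replicate 3, which keeps all NC libraries. For mes the repeated hen therefore cannot be told apart from the loss of samples, and for bic the loss of more than 1 library was not tested.

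CYP19A1 (gene13952, chromosome 10, 9205795 to 9227433) had 441 ± 186 FPKM (SD, n = 3 libraries) in NC TCs and 33.4 ± 49.2 in GCs at 6 mm, 112 ± 48.7 and 0.0137 ± 0.0237 at F5, and 2.63 ± 0.31 at F1, where all GC libraries were at 0. The difference at F5 was 12.75 (standard error 1.13, edgeR adjusted p = 0.00041, Benjamini-Hochberg, higher in 3 of 3 TC libraries) and that at 6 mm 3.62 (standard error 1.81, adjusted p = 0.175). The size at F5 is set by GC counts of 0, 0 and 9 and ran from 12.15 to 17.45 with each library left out, the highest without NC GC F5 replicate 3, so only its direction can be read. Leaving out each library in turn, the difference at 6 mm ran from 3.04 to 6.46, the highest without NC GC 6 mm replicate 1 (adjusted p = 0.0725), which had 89.95 FPKM of CYP19A1, and it passed in none of them. NC GC 6 mm replicate 1 had a theca list mean of 260 FPKM, so the 33.4 is no measure of CYP19A1 in GCs free of theca RNA. ESR2 (gene10341, chromosome 5, 53079224 to 53120956) differed by 2.05 at 6 mm (standard error 0.68, edgeR adjusted p = 0.0658, Benjamini-Hochberg), 0.11 at F5 (adjusted p = 0.855) and 0.44 at F1 (adjusted p = 0.352). Without NC GC 6 mm replicate 1 the difference at 6 mm passed (3.21), that at F5 was -0.18 without NC GC F5 replicate 2 and -0.06 without NC TC F5 replicate 1, and that at F1 was 0.76 without NC GC F1 replicate 3 and 0.29 without NC TC F1 replicate 3.

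The 361 genes of the SLC and KCN families had a median log2 fold change at F5 in GCs of 0.08 for bic against NC (camera adjusted p = 0.315, Benjamini-Hochberg, 290 tested), 0.12 for mes against NC (0.128, 288 tested) and -0.06 for bic against mes (0.568, 295 tested), which was 0.01 without bic15 GC F5 replicate 2. SLC38A3 (gene14976, chromosome 12, 3205040 to 3214841) had a mean FPKM of 0.265, 0.0114 and 0.273 in NC GCs at 6 mm, F5 and F1. It differed between F1 and F5 by 4.71 (standard error 1.35, edgeR adjusted p = 0.0264, Benjamini-Hochberg), below an FPKM of 1, and did not pass without NC GC F1 replicate 1 (4.50) or 2 (4.59) or NC GC F5 replicate 2 (4.11) or 3 (4.14), nor with the libraries of each hen summed (4.62). The counts at F5 were 5, 0 and 0, and without NC GC F5 replicate 1 the difference was 8.28, so its size cannot be read. The GAL-SPG tally of NC between F1 and F5 was 24 with hens summed, 28 with the hen as a block, 29 with DESeq2 and 31 with limma-voom.

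Splitting the 6 libraries of a comparison into other groups of 3 gives 10 splits, so the share of splits as large as the real one is never under 0.1, and these splits cannot decide on chance at 0.05. Between NC stages the real split gave 1003, 4698 and 3453 genes in GCs, with at most 0 in another split, and 243, 898 and 344 in TCs, with at most 3, 0 and 4, so 1 split reached each value. Between F5 and 6 mm it gave 4038 with mes (at most 1 in another split) and 0 with bic (at most 3), and a real value of 0 is reached by every split by construction. The stages of a treatment come from the same hens, and of the other splits 3, or 5 for GCs at F1, part as many hen pairs as the real one. Among those the highest count was 0, except 4 between F1 and F5 in NC TCs and 3 between F5 and 6 mm with bic, and the remaining splits put libraries of a hen on the same side. For bic against NC the real values were 0, 0 and 8321 in GCs (at most 11, 0 and 0) and 5, 0 and 45 in TCs (at most 3, 397 and 2). For mes against NC they were 0, 0 and 1355 in GCs (at most 0, 2 and 1) and 6, 2 and 0 in TCs (at most 7, 5 and 4, with 3, 5 and 10 splits as large), and for bic against mes 0 (at most 0). For the interactions 100 of the 200 regroupings were drawn, and with real values of 0 all 100 are as large by construction, so they decide nothing (at most 1, 1522 and 1).

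For the absolute median of the stage sets, the real split and the highest other split were 0.59 and 0.57, 1.09 and 1.01, and 1.19 and 0.45 for bic in GCs at 6 mm, F5 and F1, each reached by 1 split, and 0.02 and 0.31 (10 splits), 0.13 and 0.37 (3 splits) and 0.51 and 0.23 (1 split) in TCs. For mes they were 0.15 and 0.16 (2 splits), 0.31 and 0.31 (2 splits) and 0.86 and 0.61 (1 split) in GCs, and 0.34 and 0.59 (5 splits), 1.10 and 0.70 (1 split) and 0.20 and 0.23 (2 splits) in TCs. The differentiated-stage set of bic against mes had 0.77 and 0.99 (5 splits), the set of mes for bic against NC 0.73 and 0.71 (1 split), and the SLC and KCN genes 0.08 and 0.19 (6 splits), 0.12 and 0.11 (1 split) and 0.06 and 0.12 (4 splits). The GAL-SPG tallies were 27 in NC, 0 with bic and 29 with mes between F5 and 6 mm, with at most 0 in another split, 0 in the 3 comparisons at F5 with at most 0, and 25 and 21 for F1 against F5 and 6 mm with at most 0. In the interactions they were 0 for bic (at most 0) and 0 for mes (at most 2), where nothing is decided for the same reason.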
